# *In Vitro* Global Gene Expression Analyses Support the Ethnopharmacological Use of *Achyranthes aspera*

**DOI:** 10.1155/2013/471739

**Published:** 2013-12-15

**Authors:** Pochi R. Subbarayan, Malancha Sarkar, Lubov Nathanson, Nikesh Doshi, Balakrishna L. Lokeshwar, Bach Ardalan

## Abstract

*Achyranthes aspera* (family *Amaranthaceae*) is known for its anticancer properties. We have systematically validated the *in vitro* and *in vivo* anticancer properties of this plant. However, we do not know its mode of action. Global gene expression analyses may help decipher its mode of action. In the absence of identified active molecules, we believe this is the best approach to discover the mode of action of natural products with known medicinal properties. We exposed human pancreatic cancer cell line MiaPaCa-2 (CRL-1420) to 34 **μ**g/mL of LE for 24, 48, and 72 hours. Gene expression analyses were performed using whole human genome microarrays (Agilent Technologies, USA). In our analyses, 82 (54/28) genes passed the quality control parameter, set at FDR ≤ 0.01 and FC of ≥±2. LE predominantly affected pathways of immune response, metabolism, development, gene expression regulation, cell adhesion, cystic fibrosis transmembrane conductance regulation (CFTR), and chemotaxis (MetaCore tool (Thomson Reuters, NY)). Disease biomarker enrichment analysis identified LE regulated genes involved in Vasculitis—inflammation of blood vessels. Arthritis and pancreatitis are two of many etiologies for vasculitis. The outcome of disease network analysis supports the medicinal use of *A. aspera*, viz, to stop bleeding, as a cure for pancreatic cancer, as an antiarthritic medication, and so forth.

## 1. Introduction

Large sections of the world population depend on medicinal plants (natural products) for their health care needs. The indigenous population use crude preparations of natural products in the form of decoction, paste, or as food supplement. The prevailing belief is that crude mixtures contain many compounds. Several of these compounds might be inactive by themselves but are essential for the effectiveness of the “active molecule” in the crude preparations. In other words, synergism negates the additive effect of individual molecules [1]. Global gene expression changes effected by nonstandardized (crude) preparations as used by communities at large may not be directly attributed solely to the “active molecule.” Understandably, this approach will not facilitate deciphering the mechanism of action of the active molecules in a crude preparation. However, global gene expression analyses will give a snapshot of the overall effect of crude extract on multiple cellular pathways [2]. Such approaches may explain the possible mode of action of herbal preparations as used in indigenous medicine.

Modern scientific standards emphasize thorough understanding of the molecular mechanism of action of single agent drugs. However, this approach is limited to single molecules, which have been chemically characterized. Even these drugs modulate the activities of disparate metabolic/signaling pathways [3]. These results suggest that a drug with specific target can have wide ranging physiological effects.

Analytical methods like microarray, pathway focused PCR arrays, RNA seq, and cGH array give a snapshot of large scale changes at genome level. These methodologies generate large data sets. The development of data mining software has enabled discovery of molecular markers from the mass of data possible. Thus, the ability to analyze gene expression changes at genome level had revolutionized the molecular investigations that until now were difficult. For example, understanding global gene expression changes that accompany certain diseases like cancer has enabled the development of personalized medicine. Data analysis of microarray results also facilitated deciphering molecular pathways that are affected by both existing as well as newly discovered drugs [2].

*Achyranthes aspera* (Family *Amaranthaceae*) is a medicinal plant in Ayurvedic pharmacopoeia. It is an annual shrub found in India, Southeast Asia, America, and Sub-Saharan Africa. It is classified as a weed [5]. Traditionally, the plant extract is used as a cure for arthritis, as blood clotting agent, to induce labor (fetal expulsion), and as an abortifacient [6]. Earlier, we demonstrated that methanol-extract of *A. aspera* leaves (LE) has antiproliferative activity against a variety of human cancer cell lines cultured *in vitro*. Our results also showed pancreatic cancer cells to be the most sensitive to LE. These exciting outcomes indicate the presence of active anticancer molecule(s) in *A. aspera*. Unpublished, anecdotal observations suggest that *A. aspera* benefited pancreatic cancer patients. Animal studies carried out with *A. aspera* extract confirm LE to be nontoxic to mice. Most importantly, these studies have shown that LE inhibited human tumor growth in mice [7]. In preliminary gene expression studies, we demonstrated LE differentially modulated the expression of key genes involved in vasculogenesis (VEGFs), metastasis (MMPs, TIMPS), apoptosis (Caspase), cell proliferation (Akt-1), and so forth [7, 8]. These preliminary results support the idea that LE regulates the function of specific signaling molecules. Except for the above two reports, no additional information is available regarding the global molecular changes caused by LE in human cancer cells. Clearly, simultaneous analysis of global gene expression changes effected by LE would shine light on different pathways affected. Such analyses would help select key genes that can be used as response markers and predict its effect on different illnesses. Based on this premise, we used Agilent Whole Human Genome microarrays to examine the global gene expression changes effected by LE on cultured human pancreatic cancer cell line MIA PaCa-2 (CRL-1420) that were treated with LE for 24, 48, and 72 hours. In this paper, we summarize the effect of methanol extract (LE) of dried powdered leaves of *A. aspera* on global gene expression pattern in human pancreatic cancer cell line MIA PaCa-2. Using MetaCore software, we narrowed down the pathways affected in MIA PaCa-2 cells treated with LE for three different time points.

## 2. Materials and Methods

We have recently published the details about the collection, authentication of *Achyranthes aspera* leaves, and the preparation of whole leaf extract [7, 8]. Briefly, *A. aspera* leaf powder was serially extracted in 100% hexane followed by 100% acetone over night at room temperature. The acetone extract was concentrated in a rotary evaporator. The residue was dissolved in 100% methanol and called leaf extract (LE).

### 2.1. Cell Lines and Culture Conditions

The human pancreatic cancer cell line MIA PaCa-2 (CRL-1420) was purchased from ATCC (USA) and maintained in our laboratory in RPMI 1640 medium supplemented with 10% FBS (Invitrogen, USA) at 37°C in a humidified 5% CO_2_ atmosphere. It was seeded in a six-well plate at an initial density of 5 × 10^5^ in 2 mL medium. Overnight cultures were exposed to 34 *μ*g/mL of LE for 24, 48, and 72 hours, respectively. Two percent methanol exposed cells served as a control. Control and experimental groups were set up in duplicate.

### 2.2. Isolation and Quality Control of Total RNA

Total RNA was prepared from control and LE treated MiaPaCa-2 cells using TriReagent (Sigma, USA). At the end of the treatment, cells were directly lysed in TriReagent and total RNA isolated. From this point, the rest of the gene expression related procedures were performed at the microarray and gene expression Core facility of the University of Miami. The quality of the extracted RNA was evaluated using BioAnalyzer 2100 (Agilent Technologies, CA). RNA samples with RNA integrity number (RIN) ≥9 have been used for the microarray experiments [9].

### 2.3. cDNA Synthesis and RNA Labeling for Microarray Analyses

Target RNA was amplified using Amino Allyl Message Amp kit (Ambion, USA). Amplified RNA from the control group was labeled with Cy-3 and the test group with Cy-5 dye (Amersham, USA). Duplicate microarray hybridization was set up using biological replicates that were labeled by dye-swap; that is, control RNA was labeled with Cy-5 and test RNA with Cy-3. The dye labeled cDNA samples were hybridized to the whole human genome microarray (Cat. no. G4112F; Design ID: 014850, Agilent Technologies, USA). We followed the experimental instructions provided by the kit supplier for RNA amplification, cDNA preparation, dye labeling, and array hybridization.

### 2.4. Microarray Image Analyses and Data Processing

The microarrays were scanned at 5 *μ*m resolution using a GenePix 4000B scanner (Molecular Devices, USA). The scanned images were analyzed with GenePix Pro 6.1, the software package provided by Molecular Devices, USA. Quality control of the images was performed with Acuity 4.0 (Molecular Devices, USA) software package. The following quality criteria have been used: (1) at least 90% of the pixels in the spot had intensity higher than background plus two standard deviations, (2) less than 2% saturated pixels in the spot, (3) signal to noise ratio (defined as ratio of the background subtracted mean pixel intensity to standard deviation of background) was 3 or above for each channel, (4) the spot diameter was between 45 and 70 *μ*m, (5) the regression coefficient of ratios of pixel intensity was 0.6 or above, and (6) feature has opposite change direction at dye-swap. Only features that passed all quality control criteria in all microarrays were analyzed further. To identify significantly expressed genes, the R package “limma” was used. “Within array” normalization was carried out with Lowess method, and “between arrays” normalization with “quantile” algorithm in the “limma” package. Features that did not pass the quality control criteria in all arrays were given weight of 0 and were excluded from the analyses. Differential expression and false discovery rate (FDR) were assessed using a linear model and empirical Bayes moderated F statistics. Genes that passed FDR ≤ 0.01 in all time points with a fold change of 2 or more in at least one time point and in the same direction in all time points were uploaded into MetaCore tool (Thomson Reuters, NY) for the identification of pathways affected by LE. The same data sets were uploaded to TM4, microarray data management, and analysis software to generate the heat map [4].

### 2.5. Verification of Microarray Data

The microarray gene expression data were verified by quantitative RT-PCR. Premade validated RT-PCR primers (Table 1) used for data validation were purchased from Real Time Primers, USA. Custom made primers were synthesized by Invitrogen, USA. Real-time RT-PCR was performed with gene-specific primers using the QuantiTect SYBR Green PCR kit (Qiagen, USA) on an Applied Biosystem 5700 RT PCR machine. The PCR conditions were as follows: 10 min at 95°C, 35 cycles at 94°C for 15 seconds, and 30 seconds each at 60°C and 72°C, respectively. The measured transcript abundance was normalized to the level of GAPDH or *β*-actin. The mean normalized expression (MNE) was calculated using the method developed by Muller et al. [10]. The fold change (FC) in gene expression was calculated using the formula FC = MNE of the LE treated/MNE of the control.

## 3. Results

The whole genome microarray (Agilent, USA) featured approximately 41,000, 60 nucleotide long oligonucleotide probes. These probes represent all known human transcripts. 

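MiaPaCa-2, a cell line from a human pancreatic carcinoma, was treated with LE at 34 μg/mL, and each array set RNA of treated cells against RNA of control cells exposed to 2% methanol. The labels give 6 arrays at 24 h, 4 at 48 h and 2 at 72 h, while the methods describe cultures in duplicate. RNA of treated cells carried Cy-5 on 3 arrays at 24 h, 2 at 48 h and 1 at 72 h, and Cy-3 on the others. The deposited values were log ratios per feature, after the lowess and quantile normalization of the methods. Of the features of the array, 17134 (39.5%) had a value on all 12 arrays, and the others had one on none. Of the 941 probes in the study's list of genes with the same trend, 426 had a 72 h FC equal (within 2e-05) to the mean of the 72 h arrays at some feature, where chance gives 99.8. With the ratios turned by the dye labels, 84 had one, where chance gives 83.0. At the 393 features found by a single match, which were selected by their 72 h mean, the 24 h and 48 h means correlated with the listed FC at r = 0.918 and r = 0.900 across features, which are not independent replicates. The study thus averaged the 72 h ratios as deposited, while its 24 h and 48 h values are not the plain means of the arrays. The ratios are read here as log2 of LE over control on every array. The plan had been to turn the ratios by the dye labels, and this reading was chosen in its place from these values. They do not show whether each ratio had been turned to that direction. One linear model per feature with a term for each time point was fitted over the 12 arrays with limma, and p-values were adjusted over the 17134 features. The value of a gene is the mean of its features with that symbol alone, which gave 8827 genes. Spots were not averaged by probe, and features are counted singly. The threshold of FDR ≤ 0.01, the comparisons and the gene lists were chosen before the data were examined. A p-value here measures the spread between arrays alone, which may be technical. Features that carry the same probe did not share their log ratios: over probes with at least 8 measured copies (1712 features), the intraclass correlation was between -0.016 and 0.007 on every array.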

The microarray data were deposited in NCBI's “Gene Expression Omnibus” database repository; accession number is GSE44290 [11].

Seven genes differentially regulated in microarray were selected for validation using quantitative real time PCR. The direction of fold change in gene expression observed in microarray analyses matched with the real time PCR data (Table 1).

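TBP, APOL1, POLR2A and IRF5 were the genes of Table 1 with a value on the arrays. IRF5, a transcription factor of the interferon response, was below 0 on 12 of 12 arrays, with a mean log2 FC over the 3 time points of -0.51 (standard error 0.12, adjusted p = 0.0488). Its 2 features lay on opposite sides of 0, at 0.17 and -1.19, and the lower one holds the 72 h value that the study lists. With ratios turned by the dye labels, as first planned, IRF5 was at -0.14 and above 0 on 6 of 12 arrays, as follows from 6 arrays of each dye orientation. APOL1, an interferon-inducible apolipoprotein, had a mean of 0.64 (standard error 0.17, adjusted p = 0.0860) and was above 0 on 8 of 12 arrays. TBP, which binds the TATA box, had a mean of 0.10 (standard error 0.09, adjusted p = 0.644), and POLR2A, the catalytic subunit of RNA polymerase II, had a mean of -0.01 (standard error 0.10, adjusted p = 0.963). The PCR references lay on either side of 0, GAPDH at 0.18 (adjusted p = 0.415) and ACTB at -0.13 (adjusted p = 0.561). ICAM1, SLA and IL2 had features on the array and none with a value, and HYAL1 is not in the platform table, which leaves part of the features unnamed. TBP, POLR2A and GAPDH are each the mean of 10 features, ACTB of 13, IRF5 of 2 and APOL1 of 1. Since features of one probe did not share their log ratios, a mean near 0 does not show that a gene stayed unchanged.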

### 3.1. Primary Screening of Microarray Data Yielded 17,135 Genes That Passed Technical QC in All Microarrays and Have Been Analyzed Further

17,135 features including replicated spots passed technical QC (see “Section 2.4”) in all microarrays. 

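The share of features with a value differed between gene lists. Of the features for ubiquitin-proteasome genes 88.5% had a value, of those for apoptosis regulators and caspases 85.6%, and of those for ribosomal proteins 82.1%. Of the features for pancreatic cancer epithelial markers 23.7% had one, of those for extracellular matrix genes 21.6%, of those for coagulation and endothelial genes 18.2%, of those for liver, muscle, nerve, germ and skin markers 14.5%, and of the 23 features for digestive enzymes and hormones of the acinar and endocrine pancreas 0. Copies of one probe were blank or measured together: of 239 probes printed at least 8 times, 160 had values on over 90% of their copies, 65 on none and 14 lay between. Of the 82 entries of Table 2, 58 carry a symbol of the platform table and 32 of these had a measured feature. The 26 without one include ICAM1 and VWF, adhesion proteins of the vessel wall, IL2, a growth factor of T cells, KRT14, a keratin of basal epithelium, and JAG2, a Notch ligand.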

Hybridization signals that passed all the quality control criteria as mentioned in the materials and methods were compared to the signals obtained by dye-swap hybridization. We combined biological replicates for dye swap in each treatment time point. By this method of data filtering, we selected 2,724, 2,730, and 5,463 genes for 24, 48, and 72 h, respectively (see Supplementary File S-1 in Supplementary Materials available online at http://dx.doi.org/10.1155/2013/471739). 

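At 24 h, LE lowered no named gene past the threshold, and several lay on one side of 0 on 6 of 6 arrays. ACVR1, a receptor for activins and bone morphogenetic proteins, was at -0.90 ± 0.57 (SD, n = 6), DHX9, an RNA helicase, at -0.35 ± 0.28 and LRRC20 at -0.83 ± 0.69. GAPDH was at 0.18 ± 0.19 and above 0 on each of the 6. Over all features, 481 of 17134 kept one direction on all 6 arrays (242 higher, 239 lower), and independent signs would give 535. At 48 h, 2406 features kept it on 4 arrays (2142 by independent signs), and at 72 h 9264 kept it on 2 arrays (8567). With the mean dye effect of each feature removed, which by itself brings signs together, the counts were 962 at 24 h and 4110 at 48 h, where random signs give 814 and 3392. With each ratio turned by its dye labels, as first planned, 1564 features kept one direction at 24 h, the highest of 10 balanced assignments of the dyes, and 3220 at 48 h. At 72 h the count of 7865 is what the 9264 leave, since 1 of the 2 arrays is turned.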

By this screening, we found that 1178 genes were common for all the three time points irrespective of the direction of expression change viz up or down regulation. Details of these common genes are listed in the Supplementary File S-1. In this data table, the same gene may be upregulated at one time point and downregulated at other time points. These 1,178 genes represented expression data that passed initial QC for all the three time points irrespective of direction of gene expression change triggered by LE treatment. 

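Some genes of Table 2 held one side of 0 on 12 of 12 arrays with the ratios as deposited. TMCO1, which releases calcium from the endoplasmic reticulum, had a mean log2 FC over the time points of 0.69 (standard error 0.15, adjusted p = 0.0392), and UQCC1, an assembly factor of respiratory complex III, of 1.03 (standard error 0.15, adjusted p = 0.0116). On the other side, HSPA14, an Hsp70-type protein that works at the ribosome, had -0.73 (standard error 0.12, adjusted p = 0.0174), TOM1L2, an endosomal sorting protein, -0.70 (adjusted p = 0.0189), and PTBP3, an RNA-binding splicing regulator, -0.64 (adjusted p = 0.0328). Over all features, 81 kept one direction within each of the 3 time points, and independent signs would give 33.5. TMCO1, TOM1L2 and PTBP3 are each means of 2 features, and the others rest on 1. After turning by the dye labels, as first planned, each of the 5 was above 0 on 6 of 12 arrays, as follows from 6 arrays of each dye orientation. The means were then 0.28 for TMCO1, 0.07 for UQCC1, -0.18 for HSPA14, 0.07 for TOM1L2 and -0.09 for PTBP3.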

Except for the QC described above, no preset fold change (FC) or false discovery rate (FDR) parameters were applied to these data sets. The lists of genes thus identified to be common for all three time points are detailed in “Spot test” sheet in the Supplementary File S-1.

### 3.2. Application of FDR ≤ 0.01 to Data Set Identified 221 Genes

From this data set, we selected genes that passed FDR ≤ 0.01 at each of the three treatment time points. This analyses yielded 971 (637/334), 806 (325/481), and 3,075 (1,758/1,317) genes that were unique to 24 h, 48 h, and 72 h time points, respectively (Supplementary File S-1). 

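At an FDR of 0.05, 3 features passed at 72 h and 0 at 24 and 48 h. At 72 h, LE-treated cells had lower log ratios for features of CEBPA, a transcription factor of differentiation, at -2.34 (standard error 0.33, adjusted p = 0.0275), of the long noncoding RNA WDFY3-AS2 at -2.26 (adjusted p = 0.0275), and of EGFR, the receptor of epidermal growth factor, at -2.95 (standard error 0.45, adjusted p = 0.04995), each on 2 of 2 arrays. The EGFR feature was at -0.02 at 24 h and 0.11 at 48 h, that of WDFY3-AS2 at 0.02 and -0.19 and that of CEBPA at -0.50 and -0.15. These 3 were singled out after their values were seen, and of the 10 features of EGFR 3 lay above 0 at 72 h and 2 in the mean over the time points. HADH, an enzyme of fatty acid oxidation, had a 72 h log2 FC of 2.03 ± 0.41 (SD, n = 2, adjusted p = 0.164). FGF7P6, the pseudogene that Table 2 lists as KGFLP1, had -1.20 ± 0.50 at 24 h (SD, n = 6) and -0.99 ± 0.56 at 48 h (SD, n = 4). At FDR ≤ 0.01, limma called 0 features at 24 h, 0 at 48 h and 0 at 72 h, with 990, 1591 and 1541 at an unadjusted p under 0.05, where uniform p-values would give 857. At 24 h, other sign assignments of the same arrays gave from 243 to 1183. The moderated F test over the 3 terms called 0, with 1664 at an unadjusted p under 0.05. Robust regression, chosen after seeing the data, called 0, 9 and 41 features, and with array weights, chosen likewise, 2 were called at 72 h. In simulated data with changes of 5 sizes in 40 features each, those of 2 on the log2 scale were recovered at 97.5% of features at 24 h, 87.5% at 48 h and 52.5% at 72 h, and over all sizes together 1, 2 and 7 unchanged features were called.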

The numbers in parenthesis indicate the number of underexpressed and over expressed genes, respectively. A detailed gene list corresponding to the three time points is listed in sheets 24hFDR001, 48hFDR001, and 72hFDR001, respectively (Supplementary File S-1). The genes selected by this method were compared for commonly regulated genes between the different treatment time points. This analysis found 223, 191, and 2,009 genes to be unique to 24, 48, and 72 h, respectively. 38 genes were established to be common between 24 and 48 h, 489 between 24 and 72 hours, and 356 genes between 72 and 48 h. 221 genes were common for all the three time points. 

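Of the genes of Table 2 with a value, 8 had an unadjusted p under 0.05 at each of the 3 time points. They were TMCO1 and UQCC1, which were above 0, and FGF7P6, LRRC20, POC1A, PTBP3, TMEM258 and TOM1L2, which were below. TMEM258, a subunit of the enzyme that attaches sugar chains to proteins in the endoplasmic reticulum, went from -0.71 ± 0.85 at 24 h (SD, n = 6) to -1.23 ± 0.67 at 48 h (SD, n = 4) and -1.90 ± 0.57 at 72 h (SD, n = 2). POC1A, a protein of the centriole, had -0.61 ± 0.76, -0.61 ± 0.27 and -1.04 ± 0.48. Over all features, 87 reached an unadjusted p under 0.05 at all 3 time points, 85 of them in one direction. No feature passed FDR ≤ 0.01 in limma at all 3, nor at any pair of time points. The tests of 48 h against 24 h, 72 h against 24 h and 72 h against 48 h called 0 features each, with 826, 669 and 668 at an unadjusted p under 0.05.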

Though the genes may be common for the indicated parameters, the direction of regulation may not be the same for these genes at the compared time points. In this list, only the gene names were common. Other than FDR ≤ 0.01 the FC was not factored in this selection. Therefore, the same gene may have a positive and negative fold change at different time points (Sheet “FDR ≤ 0.01,” Supplementary File S-1). This data is graphically represented in Figure 1.

### 3.3. Application of Dual Filter to the Data Set Identified 82 Genes to Be Differentially Regulated by LE

Next, we limited the data analyses to genes that showed similar expression trend either up or down regulated over the three different experimental time points. This analysis yielded the following results. From across three different time points, 941 (516/425) out of 1,178 genes showed similar expression pattern (Sheet “FC Same trend,” Supplementary File S-1). 

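UQCC1 and FGF7P6 had the same sign at the 3 time points in opposite directions. UQCC1 was at 0.63 ± 0.44 at 24 h (SD, n = 6), 1.23 ± 0.63 at 48 h (SD, n = 4) and 1.22 ± 0.10 at 72 h (SD, n = 2), and FGF7P6 reached -2.15 ± 0.17 at 72 h. Of the 32 measured genes of Table 2, a list the study chose on these samples, 27 had the same sign at all 3 time points. Among the exceptions, MBD6, a methyl-CpG binding family member, had -0.16 at 24 h and 0.14 at 72 h. Over all features, with the ratios as deposited, 6985 of 17134 had the same sign at all 3 time points (3734 higher, 3251 lower), where independent signs give 4283.5. Of features that kept one direction on every array, 71 had the same one at all 3 (20 higher, 51 lower), where independent signs give 8.37. Log2 FC correlated across features at r = 0.234 between 24 and 48 h, 0.394 between 24 and 72 h and 0.326 between 48 and 72 h, and features are not independent replicates. With ratios turned by the dye labels, as first planned, r was 0.578 between 24 and 48 h and 0.532 between 48 and 72 h.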

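METRNL, a secreted protein of the meteorin family, was 2.91-fold higher at 72 h (log2 FC 1.54 ± 0.54, SD, n = 2) and 1.19-fold and 1.35-fold higher at 24 and 48 h. C1orf53 was at 0.264 of control at 72 h (log2 FC -1.92 ± 0.74, SD, n = 2) and at 0.500 and 0.636 of it at the earlier times. In the mean over the time points, the adjusted p was 0.0427 for METRNL and 0.0242 for C1orf53. Turned by the dye labels, as first planned, this mean was 0.12 for METRNL and 0.24 for C1orf53, against 0.74 and -1.19 as deposited. A fold change of at least 2 at 1 or more time points, in the same direction at all 3, was found for 759 features.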

From this list, 362 (248/114) genes showed FC ≥ ±2 (Sheet “FC ≥ ±2,” Supplementary File S-1). This list was further screened for genes with FDR ≤ 0.01 and thus we picked 89 (58/31) genes (Sheet “FDR ≤ 0.01 and FC ≥ ±2,” Supplementary File S-1). 

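Averaged over the 3 time points with the ratios as deposited, 9 features were below 0 at FDR ≤ 0.01 and none above. LAMC1, the gamma chain of basement membrane laminins, was at -1.17 on the log2 scale (standard error 0.17, adjusted p = 0.00984), VPS39, a tethering protein of late endosomes and lysosomes, at -1.21 (standard error 0.15, adjusted p = 0.00863), and NOA1, a GTPase of the mitochondrial ribosome, at -0.89 (standard error 0.13, adjusted p = 0.00984). FGF7P6 was at -1.44 (standard error 0.16, adjusted p = 0.00366). Each rests on 1 feature and was below 0 on 12 of 12 arrays, which is the rule by which these 4 were picked from the 9. With ratios turned by the dye labels, as first planned, each was above 0 on 6 of 12, since 6 arrays have each dye orientation. The means were then 0.07 for FGF7P6, 0.18 for LAMC1, 0.09 for VPS39 and 0.01 for NOA1. Then 2 features were called, none of them among the 9. The other 5 were DVL1, a transducer of Wnt signals (-1.49, standard error 0.22), a single feature of the 13 for ACTB (-1.48, standard error 0.22) and 3 without a name, which were chosen after their values were seen. In all, 2729 features had an unadjusted p under 0.05 for this mean (1276 higher, 1453 lower). The dual filter, FDR ≤ 0.01 at each time point with an FC of at least 2 at 1 of them, left 0 features in limma, and an adjusted p of at most 0.1 at each left 0 as well. Without single arrays the count of 9 ran from 0 to 5, and it was 0 without 24 h replicate 5, 48 h replicate 4 or either 72 h replicate. It was 15 with a dye term, 1 of them higher, 1 with arrays scaled to one spread, 245 with each time point alone, 47 of them higher, and 213 at an FDR of 0.05, 52 of them higher. In simulated data with changes of 5 sizes in 40 features each, 4 unchanged features were called in this mean.

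**Figure D1:**
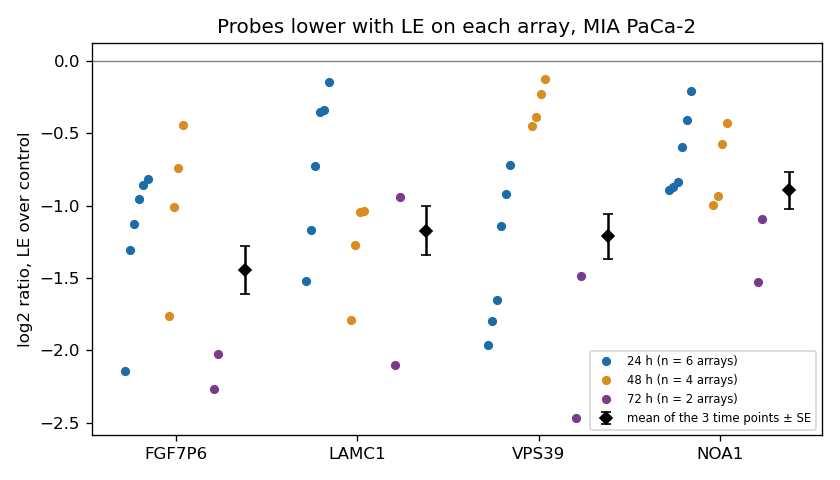
Log2 ratio of LE over control for FGF7P6, LAMC1, VPS39 and NOA1 on each of 12 arrays, colored by time point, with the mean of the 3 time points and its standard error as a diamond. The diamonds lie at -1.44, -1.17, -1.21 and -0.89, and the arrays of each gene lie below 0, as the rule that picked these genes required.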

Of the 89 genes, 82 had known valid accession IDs. Thus, from 41,000 probe sets on Human Genome microarray, we successfully selected 82 (54/28) genes that showed similar trend across all the three time points with FDR 0.01. In this list, all the genes in at least one of the three points qualified FDR ≤ 0.01 and FC ≥ ±2 (Tables 2(a) and 2(b)). 

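Of the 32 genes of Table 2 with a value, 11 were higher and 21 lower in the mean over the time points with the ratios as deposited. Turned by the dye labels, as first planned, 17 were higher and 15 lower, and HADHB was at 0.48. The higher ones include ZC3HAV1L, a zinc finger protein (0.86, standard error 0.20, adjusted p = 0.0547, above 0 on 10 of 12 arrays). The lower ones include LCE1D, a protein of the skin envelope (-0.78, standard error 0.18, adjusted p = 0.0556, below 0 on 11 of 12) and HADHB, the beta subunit of the mitochondrial trifunctional protein of fatty acid oxidation (-0.81, standard error 0.22, adjusted p = 0.0906, below 0 on 10 of 12). Sirtuin SIRT3 was at -0.08 (adjusted p = 0.788), OSBPL8, a lipid transfer protein, at 0.14 (adjusted p = 0.743) and the ubiquitin hydrolase UCHL5 at -0.09 (adjusted p = 0.738). SIRT3 and OSBPL8 rest on 1 feature each, which does not have the 72 h value that the study lists. UCHL5 is the mean of 11 features, and the 1 with the listed value was at -0.62, so these means do not show that the genes stayed unchanged. At 24, 48 and 72 h, limma called 0 of the 32 over all genes, with 16, 12 and 20 at an unadjusted p under 0.05. Adjusted over the list alone 2, 1 and 6 were called, which is no independent evidence, since the study chose the list on these samples. The files do not pair the listed probes with features, so each gene is the mean of its features. For 11 genes with several features, 1 feature had the 72 h value that the study lists (within 2e-05), and these had a median size of 1.06 in the mean over the time points, while the other features of the same genes had a median of -0.03 when turned to its sign.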

The relatedness of the expression of 89 genes that are significantly down (58) or up (31) regulated at all the three time points is depicted in the heat map (Figure 2).

### 3.4. LE Regulates Key Pathways Involved in Immune Response, Development, and So Forth

The 82 genes thus selected were uploaded to MetaCore tool in GeneGo suite (GeneGo, USA) to determine the possible signaling pathways affected by LE. This enrichment analysis identified 98 pathways to be regulated by LE. We grouped these 98 pathways that have similar effect. The top ten pathway maps of the 98 identified as above are given in Figure 3. A detailed list of all the 98 pathways affected by LE is given in Table 3. 

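Genes of the immune response lay on both sides of 0. Of 31 interferon-stimulated genes, 13 were above 0 and 18 below at 72 h (camera, unadjusted p = 0.124, adjusted p = 0.715), among them DDX60, a helicase that senses viral RNA, at -1.97 ± 0.78 and OASL, an antiviral synthetase-like protein, at -1.72 ± 0.35 (SD, n = 2). Of 16 NF-kappaB target genes, 10 were below 0 at 24 h (unadjusted p = 0.153, adjusted p = 0.715), and at 48 h the chemokine CXCL3 had 0.73 ± 0.31 and TNFAIP2 0.73 ± 0.37 (SD, n = 4). The 14 antigen presentation genes (adjusted p = 0.969 at 24 h) included PSMB8, an immunoproteasome subunit, at -0.97 at 72 h, and the 4 measured lymphocyte genes (adjusted p = 0.969 at 72 h) included CD79A, of the B cell receptor, at -0.61. Among metabolic genes, camera gave an adjusted p of 0.969 for 20 genes of fatty acid oxidation and 29 of glycolysis and hypoxia at 48 h, 0.982 for 37 of oxidative phosphorylation at 24 h and 0.818 for 16 of cholesterol synthesis at 24 h. The glycolytic enzyme ALDOA had -1.50 ± 0.81 at 72 h, and ECI2, of fatty acid oxidation, -1.28 ± 0.53 (SD, n = 2). For adhesion molecules and integrins (8 measured) it was 0.982 at 24 h, with the integrin ITGB5 at 0.61 at 72 h. The study chose IRF5, PML and APOL1 of the interferon list and HADHB of the fatty acid list on these samples. For each list the time point with its smallest p is given. In all, 31 lists were tested at 3 time points, and camera called 0 of the 93 tests (10 at an unadjusted p under 0.05, smallest adjusted p = 0.288), fry called 0 (11) and camera with an estimated correlation 0 (5). The fry test for changes in either direction called 1 (13), that of heat shock proteins at 72 h. Of the lists above, it gave an adjusted p of 0.0148 for NF-kappaB targets at 48 h, and at 72 h 0.0396 for fatty acid oxidation and 0.0471 for interferon-stimulated genes. Features that carry the same probe did not share their log ratios. If log ratios and feature names are in different orders, the list tests here and below cannot decide on the pathways. CXCL3 and HADH were the members of these lists past FDR ≤ 0.01 when adjusted over the list alone, and over all genes limma called 0 members, with 6 interferon-stimulated genes at an unadjusted p under 0.05 at 72 h.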

Overall, the data suggested LE predominantly affected immune response (#27), followed by metabolism (#17), developmental (#12), gene expression regulation (#6), cell adhesion (#5), cystic fibrosis transmembrane conductance regulation (CFTR), and chemotaxis (#4) pathways.

In this analysis, the transcription assembly of RNA Polymerase II preinitiation complex on TATA-less promoters pathway passed QC set at FDR ≤ 0.05. 

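Of 37 measured genes of the RNA polymerase II preinitiation complex, 22 were above 0 at 48 h and 15 below, with a median log2 FC of 0.16. POLR2G, a subunit of the polymerase stalk, was at -0.71 ± 0.41 at 24 h (SD, n = 6), -0.48 ± 0.49 at 48 h (SD, n = 4) and -1.13 ± 0.26 at 72 h (SD, n = 2). TAF11, a subunit of TFIID, was at -1.35 ± 0.33 at 72 h and TAF3, another, at 0.51 ± 0.18 at 48 h. The adjusted p from camera was 0.982, 0.715 and 0.982 at the 3 time points, and at 48 h the unadjusted p was 0.108, or 0.0938 with an estimated correlation. Over all genes limma called 0 members, with 3, 4 and 4 at an unadjusted p under 0.05, and adjusted over the list alone it called 0. The list was drawn from general knowledge and holds the 3 genes the study chose on these samples, TBP, TAF9B and POLR2A.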

The *P* value was 1.216 × 10^−5^ (Figure 4). Three objects from the uploaded data were found common among the 18 genes that are listed to be involved in this regulation. The key genes involved in this pathway are RNA pol II that is important for the transcription of TATA less promoters. This gene was underexpressed in LE treated cells. It suggests the deregulation of TATA less promoter genes. 

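POLR2A, the catalytic subunit of RNA polymerase II, was at 0.04 ± 0.21 at 24 h (SD, n = 6), 0.01 ± 0.11 at 48 h (SD, n = 4) and -0.08 ± 0.12 at 72 h (SD, n = 2) as the mean of its 10 features. These values lie within the spread of the arrays (limma, unadjusted p = 0.766, 0.969 and 0.702). The 10 features differ from each other, so their mean does not show that the gene stayed unchanged. Of the 10 features, 6 had a mean over the time points above 0 and 4 below. The lowest was at -1.06 (standard error 0.21, adjusted p = 0.0272), its 72 h value was the one the study lists, and the median of the other features was 0.22. The sign of the mean of POLR2A turned without 48 h replicate 2 or 72 h replicate 1.

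**Figure D2:**
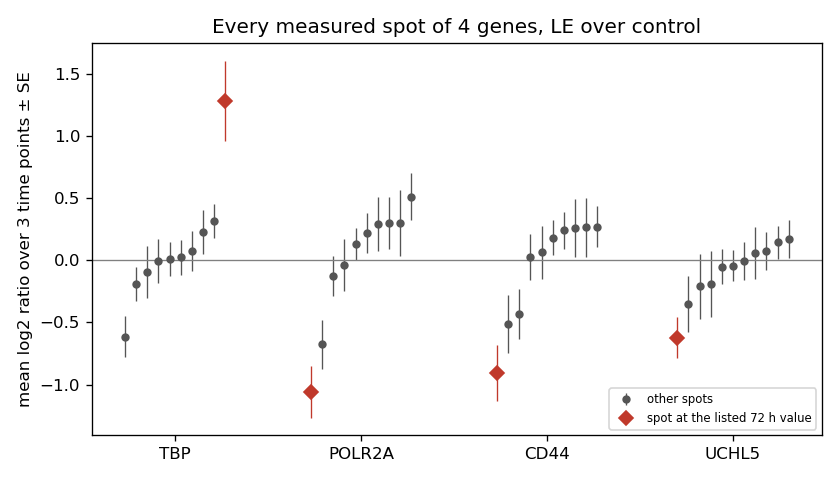
Mean log2 ratio of LE over control over the 3 time points, with its standard error, for each measured feature of TBP, POLR2A, CD44 and UCHL5. A diamond marks the feature whose 72 h mean is the one the study lists, at 1.28, -1.06, -0.91 and -0.62, and circles mark the others, with medians of 0.01, 0.22, 0.18 and -0.02.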

In genome wide analyses, only 15% of the human genes have been reported to be regulated by classical TATA box containing promoter. Redundancy/overlap of these regulations has been observed in several genes. Therefore, even though it appears that the regulation of TATA less gene transcription is altered, complete loss of their activity may be limited. Otherwise, LE treatment must result in unacceptably high toxicity, which was not encountered in animal studies [7]. Figure 4 illustrates the TF-II and the status of the three genes that are directly involved in this pathway.

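TAF9B, a TFIID subunit related to TAF9, was above 0 on 10 of 12 arrays. It was 1.97-fold higher at 24 h (log2 FC 0.98 ± 1.56, SD, n = 6), 2.36-fold at 48 h (1.24 ± 0.50, SD, n = 4) and 2.73-fold at 72 h (1.45 ± 1.02, SD, n = 2), with an unadjusted p of 0.0389, 0.0334 and 0.0712 and an adjusted p of 0.0923 for its mean over the time points. TBP was at -0.00 ± 0.13, 0.23 ± 0.16 and 0.08 ± 0.03 at these times (unadjusted p = 0.988, 0.139 and 0.692). Of its features 6 had a mean above 0 and 4 below, from -0.62 to 1.28, so their common mean does not show that TBP stayed unchanged. TAF9, the paralog of TAF9B, was at -0.70 at 72 h (unadjusted p = 0.0408). With ratios turned by the dye labels, as first planned, the mean of TAF9B turned from 1.22 to -0.24.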

Besides the above, additional 11 pathways were significantly affected by LE. They are immune response_MIF-mediated glucocorticoid regulation (*P* ≤ 1.437*E* − 03), immune response_IL-27 signaling (*P* ≤ 1.712*E* − 03), immune response_HSP60 and HSP70/TLR signaling (*P* ≤ 8.466*E* − 03), translation_IL-2 regulation of translation (*P* ≤ 5.066*E* − 02), CFTR folding and maturation (norm and CF) (*P* ≤ 3.572*E* − 02), wtCFTR and delta F508 traffic/Late endosome and lysosome (norm and CF) (*P* ≤ 3.823*E* − 02), protein folding_membrane trafficking and signal transduction of G-alpha (i) heterotrimeric G-protein (*P* ≤ 4.819*E* − 02), DNA damage_role of SUMO in p53 regulation (*P* ≤ 4.322*E* − 02), DNA damage_NHEJ mechanisms of DSBs repair (*P* ≤ 4.819*E* − 02), transport_RAB3 regulation pathway (*P* ≤ 3.572*E* − 02), and cell cycle_role of Nek in cell cycle regulation (*P* ≤ 3.037*E* − 03). 

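Heat shock proteins, which fold other proteins, lay mostly below 0 at 72 h. Of 14 measured, 10 were below 0 there, with a median log2 FC of -0.21. This holds for the ratios as deposited, in the mean of 2 arrays with opposite dyes. HSPE1, the partner of the mitochondrial chaperonin, was at -0.83 ± 0.03 and HSPA1A, the inducible Hsp70, at -0.68 ± 0.68 (SD, n = 2), while HSPD1, the chaperonin Hsp60, was at 0.50 ± 0.47 at 48 h (SD, n = 4). Camera gave an unadjusted p of 0.00619 for the list (adjusted p = 0.288), or 0.0274 with an estimated correlation, and the fry test for changes in either direction an adjusted p of 0.00825, the 1 list of 93 tests that it called. HSPA14, a gene of Table 2 that the study chose on these samples, had the smallest p of the list at 72 h (unadjusted p = 0.000810), so that the list is no independent evidence. It passed FDR ≤ 0.01 at 24 h adjusted over the list alone. Of 15 p53 target genes, 11 were below 0 at 48 h (unadjusted p = 0.0219, or 0.103 with an estimated correlation, adjusted p = 0.417), with PHLDA3, an inhibitor of AKT signaling, at -1.25 ± 0.49 (SD, n = 4), past FDR ≤ 0.01 adjusted over the list alone, and TP53INP1 at -1.39 ± 1.12. Of 27 DNA replication genes, 19 were below 0 at 24 h (adjusted p = 0.583), among them CDC45, of the replicative helicase, at -0.56 ± 0.44 (SD, n = 6). For 17 genes of G2 and mitosis the adjusted p was 0.969 at 72 h, and cyclin CCNB1 was at -0.75 ± 0.69 at 48 h (SD, n = 4). Over all genes limma called 0 members of these lists, with 2 of heat shock proteins at 72 h and 2 of p53 targets at 48 h at an unadjusted p under 0.05.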

The rest of the 86 pathways possibly affected by LE had a *P* value ≥0.05.

### 3.5. Disease Biomarker Analysis Suggests LE Affects Vasculitis

The expression of 82 genes that were identified to be influenced by LE was subjected to disease biomarker enrichment analysis in MetaCore tool. This investigation picked up a large number of diseases from this data set. The top 10 diseases along with the corresponding *P*-values are listed in Table 4. It also contains the number of genes found in the microarray data that matched genes cataloged in MetaCore disease biomarker enrichment database. It appears that LE predominantly affected genes/pathways involved in the inflammation of blood vessels, a condition called Vasculitis. Autoimmune disorders like arthritis and pancreatitis are attributed to be two of many etiology for vasculitis [12, 13]. In this table, arthritis is the second most disease affected by LE (*P* ≤ 6.185*E* − 12). As reported in the literature, *A. aspera* is used as a cure for pancreatic cancer [7], as an antiarthritic medication [14], and to stop bleeding. The outcome of disease network analysis supports its medicinal use. It is notable that LE decreased the CD44 expression (Table 2(a)). 

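CD44 was at -0.08 ± 0.24 at 24 h (SD, n = 6), -0.06 ± 0.17 at 48 h (SD, n = 4) and -0.02 ± 0.18 at 72 h (SD, n = 2) as the mean of 10 features, below 0 on 8 of 12 arrays. These shifts are smaller than the spread between arrays (limma, unadjusted p = 0.526, 0.691 and 0.943). The features differ from each other, so their mean does not show that CD44 stayed unchanged. Of the 10 features, 7 had a mean over the time points above 0 and 3 below. The lowest, whose 72 h value was the one the study lists, had a mean of -0.91 (standard error 0.22, adjusted p = 0.0612), and the median of the other features was 0.18.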

The cell surface glycoprotein CD44 is involved in a wide variety of interactions that include receptors, cell-cell interaction, adhesion, and migration (metastasis). 

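Of matrix metalloproteinases and their TIMP inhibitors, 9 were measured. Of the 7 metalloproteinases 5 were above 0 at 24 h, 3 at 48 h and 4 at 72 h, and TIMP1 and TIMP2 were above 0 at the 3 time points. MMP1, an interstitial collagenase, was at -0.06 ± 0.13 at 24 h, -0.26 ± 0.14 at 48 h and 0.02 ± 0.39 at 72 h, and MMP9, a gelatinase, at 0.07 ± 0.15, -0.11 ± 0.11 and 0.04 ± 0.02 (SD, n = 6, 4 and 2, each the mean of 10 features). MMP15, a membrane-bound member, was at 0.26 ± 0.31, 0.29 ± 0.29 and 0.26 ± 0.04. VEGFA, the main growth factor of blood vessels, was at 0.19 ± 0.26, 0.04 ± 0.16 and -0.06 ± 0.04 as the mean of 10 features, and VEGFB at 0.67 ± 0.82 at 48 h. At 72 h VEGFB was below 0 as well. Since features of one probe did not share their log ratios, the means near 0 for MMP1, MMP9 and VEGFA do not show that these genes stayed unchanged. HYAL1, for which Table 1 gives an array value, is not in the platform table, so that no feature here carries its name. Its relative HYAL2, which also cleaves hyaluronan, was at -0.36 ± 0.60, -0.35 ± 0.36 and -1.08 ± 0.76, and HYAL3 at 0.21 ± 0.44 at 72 h. Camera gave an adjusted p of 0.417 for the metalloproteinases with the TIMPs at 24 h, upward (0.0436 unadjusted, or 0.160 with an estimated correlation), 0.715 for the 2 VEGF genes at 48 h, upward, and 0.969 for the 4 genes of hyaluronan metabolism at 72 h, downward. limma called 0 members of these lists over all genes and 0 adjusted over the list alone, with VEGFB at 48 h and HYAL2 at 72 h the members at an unadjusted p under 0.05.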

Along with CD44, MMPs, VEGF, and hyaluronoglucosaminidase 1 (HYAL1; Table 2(a)), levels decreased in MiaPaCa-2 cells treated with LE. Of these molecules, the inhibition of HYAL1 enzyme was shown to decrease prostate cancer progression *in vivo* [15]. Therefore, LE is likely to suppresses tumor progression and metastasis as demonstrated earlier in our animal studies [7].

## 4. Discussion

In complementary and alternate medicine (CAM), unrefined (crude) preparations of natural products are used for the treatment of various illnesses. It is believed that compounds present in a crude preparation modulate the effect of the active molecule [16]. In this approach, the use of crude extract by CAM practitioners is akin to multidrug therapy. The difference is, in multidrug therapy the chemical nature as well the mechanisms of action of the component drugs are reasonably well studied. Even when combination chemotherapy is practiced, the added drugs are effective only in a few drug combinations [17]. Most of the modern day wonder drugs originated from or derivatives of the active molecules identified from natural products [18, 19]. Once isolated, the active components from these natural products either end up being intolerably toxic, lose their activity, or needed in impractically large doses. Also, the drug discovery pathway is long, arduous, and expensive [20]. While it is ideal to identify the active molecule, we should note that a majority of the world population depends on natural remedies. Shortcomings in the use of natural products as medicine are the lack of quality control of these preparations, dosage optimization and contra indications. Various nodal agencies have embarked on an effort to validate the medicinal benefits, quality control, and dosage standardization of natural products that are widely used by CAM practitioners [1].

We are interested in the anticancer properties of *A. aspera*. It is noteworthy that LE modulates the expression of genes involved in embryonic development, cell adhesion, transcription factors that regulate cell growth, and so forth. These effects support its' use as abortifacient [21]. 

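LAMC1 had the smallest p among 10 measured genes of the extracellular matrix, and at 48 h it was at -1.29 ± 0.35 (SD, n = 4, unadjusted p = 0.000171, adjusted p = 0.172). It passed FDR ≤ 0.01 adjusted over the list alone at 48 and 72 h. Turned by the dye labels, as first planned, LAMC1 had a mean over the time points of 0.18, against -1.17 as deposited. Since features of one probe did not share their log ratios, a value in this paragraph may belong to another gene than the one named. Of these 10, 8 were below 0 at 24 h (camera, unadjusted p = 0.0336, or 0.0537 with an estimated correlation, adjusted p = 0.417), while COL6A1, a collagen, was at 0.77 ± 0.80 at 48 h. In the Notch pathway, of 15 genes 10 were above 0 at 48 h (adjusted p = 0.969), with LFNG, which adds sugars to Notch, at 1.14 ± 1.05 and the protease ADAM17 at 0.75 ± 0.74 (SD, n = 4). Among 9 mesenchymal markers the adjusted p was 0.969 at 72 h, with S100A4, a calcium-binding protein of motile cells, at -1.38 ± 1.46 (SD, n = 2), and transforming growth factor TGFB2 was at -0.73 ± 0.96 at 48 h. Over all genes limma called 0 members of the 3 lists, with 2, 2 and 1 at an unadjusted p under 0.05 at 48 h.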

Hitherto, we have systematically demonstrated that *A. aspera*, a medicinal plant used in Ayurvedic medicine, inhibited the growth of cancer cells *in vitro* and orthotopic pancreatic tumor *in vivo*. Many parts of this plant are used as a cure for a wide array of ailments that include fertility control, fetal expulsion, wound healing, and cancer therapy. Since LE is a crude extract we expected a large number of genes would be affected in the treated cells. However, stringent data filtering determined just 89 genes were affected by LE. Of these, seven were probes used for quality control. Thus, effectively, we have narrowed down the number of genes affected by LE to 82. The pathway data analyses demonstrated predominantly immune response is affected by LE, followed by metabolism, development, transcription, and so forth. The effects on developmental, gene expression regulation, and cell adhesion pathways imply that LE directly affects cancer growth and metastasis.

Mutations in cystic fibrosis gene are identified as a risk factor for chronic pancreatitis and pancreatic ductal adenocarcinoma [22, 23]. Molecular mechanistic study suggest loss of cystic fibrosis transmembrane conductance regulation (CFTR) and a corresponding increase in MUC4 expression is observed in about 81% of pancreatic ductal adenocarcinoma cell lines [24, 25]. The microarray data suggest genes involved in CFTR regulation are modulated by LE. 

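Of 19 measured genes of CFTR and its regulators, 13 were above 0 at 24 h, 12 at 48 h and 8 at 72 h. The mucin MUC1 was at 0.80 ± 0.67 and NHERF1, a scaffold that anchors CFTR in the membrane, at 1.04 ± 1.81 at 48 h (SD, n = 4), from -0.38 to 3.70 on single arrays. STUB1, a ubiquitin ligase of misfolded CFTR, was at -0.96 ± 1.49 at 48 h, from -3.01 to 0.18, and BAG1, a cochaperone of Hsp70, at -1.42 ± 1.34 at 72 h (SD, n = 2). The adjusted p from camera was 0.715, 0.982 and 0.969 at the 3 time points. limma called 0 members over all genes and 0 adjusted over the list alone, with 0, 2 and 1 at an unadjusted p under 0.05.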

Though the effect of LE on CFTR pathway is highlighted in the gene expression studies, the molecular mechanism by which LE regulates CFTR or related gene function is not known. The short listing of CFTR and other top 10 pathways as affected by LE is worth further investigations. The microarray data are consistent with our experimental findings that LE is preferentially cytotoxic to pancreatic cancer cell lines *in vitro* [8] and the use of LE in the treatment of pancreatic cancer by ayurvedic physicians.

Our results demonstrate that it is possible to pin point possible mechanism of action of crude extract using carefully planned experiments. We applied several assumptions in our data analyses. For instance, we eliminated expressions that did not follow the same pattern. There are instances where a group of genes may be up regulated in the short term and down regulated over long term exposure to LE or vice versa. Though less likely, another set of genes may be up and down regulated in a cyclical manner. By considering unidirectional regulation, we would have eliminated such unique changes effected by LE. Ambiguities in gene expression analysis may be reduced and the robustness of expression data may be increased by using several experimental replicates, multiple different cell lines, and different drug concentrations. Additionally, gene expression analyses may be performed in tumor samples obtained from animal model that had been treated with LE.

The identification of regulation of 82 genes from a large data set encourages us to think that natural products may target a limited set of genes. 

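By gene, 7 of 8827 passed FDR ≤ 0.01 in the mean over the time points, FGF7P6 first (adjusted p = 0.00223), and 1382 had an unadjusted p under 0.05, where uniform p-values would give 441. By feature, a sample of other sign assignments of the same arrays gave from 195 to 2988 for this mean, against the real 2729. Turning by the dye labels, which was not in the sample, gave more. The excess may thus come from likeness between arrays. The number past the threshold does not bound the number that moved, since in simulated data changes of 1 on the log2 scale were recovered at 55% of features in this mean. The simulated arrays did not resemble each other as the real ones do, so the share may differ in the real data. At 24, 48 and 72 h limma called 0 genes, with 538, 784 and 789 at an unadjusted p under 0.05. The smallest adjusted p at 72 h was 0.0101. ACVR1 in the mean over the time points was at -0.84 (standard error 0.17, adjusted p = 0.0332), LRRC20 at -1.02 (standard error 0.18, adjusted p = 0.0214) and TMEM258 at -1.28 (standard error 0.22, adjusted p = 0.0180). From the number of genes left by its filters, the paper proposes that natural products may target a limited set of genes.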

There are evidences to support such observations. For instance, almost identical results were obtained in MCF-7 breast cancer cells that were treated with a crude extract of *Anoectochilus formosanus* and a single compound drug plumbagin [26]. However, natural products may have much broader impact on global gene expression pattern. Therefore, we must be cautious in the universality of this approach.

In conclusion, we have demonstrated that LE affected the expression of only a few genes. Using similar methodology, it is possible to get reasonably good overview of the changes induced by crude preparation of natural products with medicinal properties.

## Supplementary Material

The gene expression data is deposited with the NCBI's “Gene Expression Omnibus” database repository under the accession number GSE44290.
Supplementary data Table S-1 and supplementary Figure SF-1 are available online at http://dx.doi.org/10.1155/2013/471739. The data referred in sections 3.1, 3.2 & 3.3 are included in the supplementary data Table S-1. The legends for the objects in Figure 4 are given in the supplementary Figure SF-1.

## Figures and Tables

**Figure 1:**
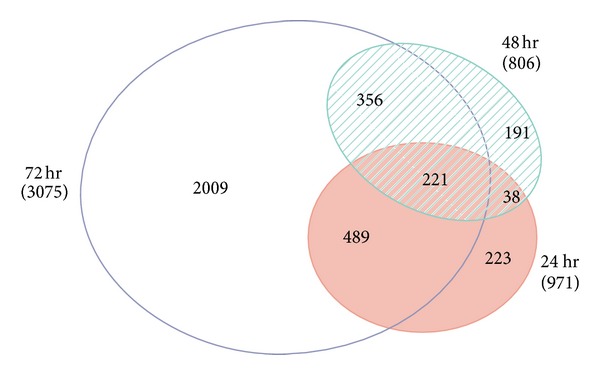
Venn diagram depicting the number of genes regulated by LE at different time points and the number of genes that are common between the time segments (FDR ≤ 0.01). 223, 191, and 2009 genes were unique to 24, 48, and 72 hours, respectively. 259 (221+38) genes were common between 24 and 48 h; 356 between 48 and 72 h; 489 between 24 and 72 h. 221 genes were common among all the three time points. Except for FDR ≤ 0.01, neither fold change nor the direction of regulation is accounted in this representation.

**Figure 2:**
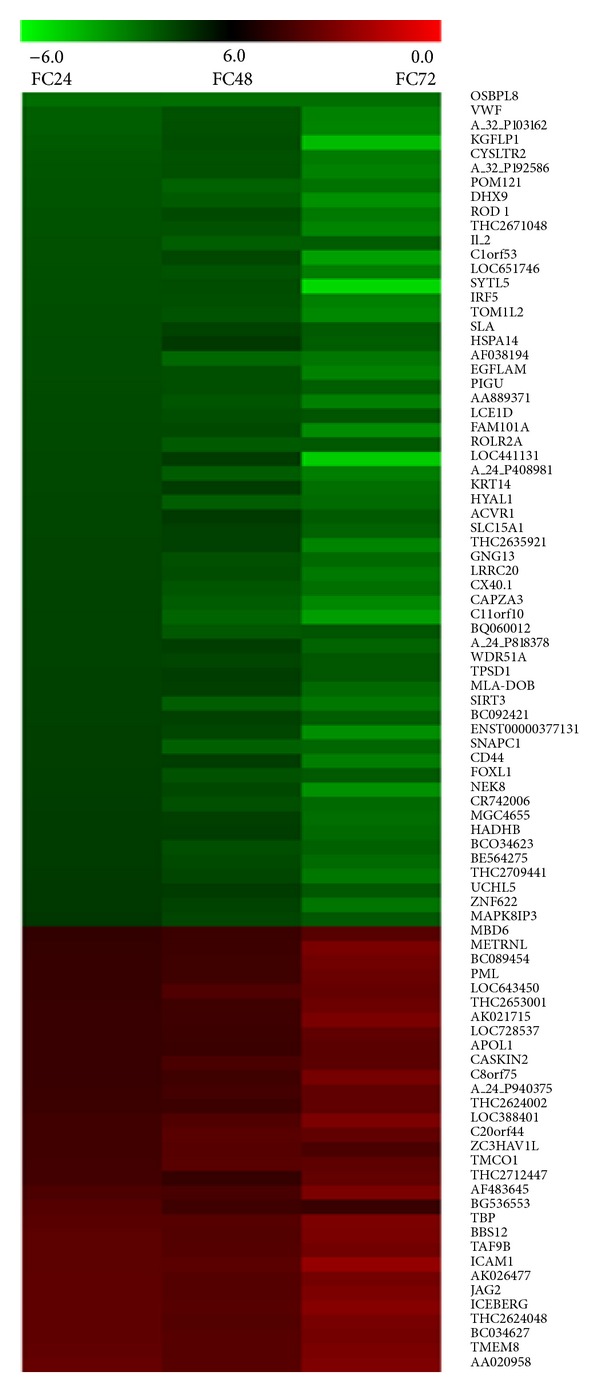
Heat map depicting the relatedness of gene expression pattern in MIAPaCa-2 cells treated with LE. This image was generated using the fold changes in the expression of 89 genes that are significantly down (58; green) or up (31; red) regulated at all the three time points. The intensity of the color is proportional to the fold change in gene expression level between untreated and LE treated MiaPaCa-2 cells. The heat map was generated using TM4, microarray data management, and analysis software [4].

**Figure 3:**
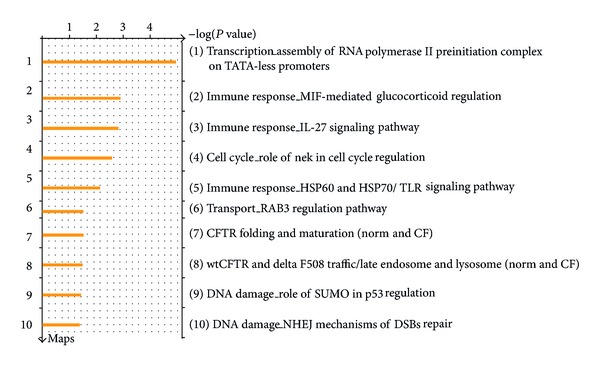
Top ten pathway maps identified by MetaCore tool in the microarray data set of MiaPaCa-2 cells treated with LE for three different time points. The list is arranged per descending *P* value score. A detailed list of all the pathways affected by LE is given in Table 3.

**Figure 4:**
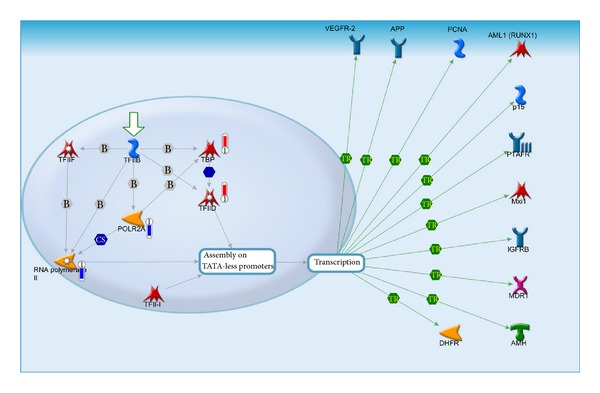
Canonical pathway analyses in MetaCore tool identified Transcription assembly of RNA polymerase II preinitiation complex on TATA-less promoters to be the top scored pathway map (*P* ≤ 1.204*E* − 05) in LE treated cells. Red thermometers show an object that is upregulated by LE. Blue thermometer show the objects downregulated by LE. The exact fold change obtained from three time points with the corresponding SD is given in Table 2. The big arrow indicates the “pathway start.” TR: transcriptional regulation; CS: complex subunit; B: binding; grey arrow: technical link; green arrows: positive effect blue arrows represent positive, red negative, and grey unspecified interactions. Boxes on lines denote the type of regulation where P is phosphorylation, B is binding, and TR is transcriptional regulation. A detailed legend for the objects in this figure is given in the Supplementary File SF-1.

**Table 1:** Eight genes were analyzed to validate the microarray data. The fold changes in gene expression as obtained by microarray analyses were verified by quantitative RT-PCR. Experimental details are given in the materials and methods.

No.	Gene symbol	Gene name	Microarray FC	RT PCR FC
1	TBP	TATA box binding protein	2.37	1.29
2	APOL1	Apolipoprotein L	1.64	3.59
3	ICAM1	Intercellular adhesion molecule 1	2.63	1.94
4	POLR2A	Polymerase (RNA) II (DNA directed) polypeptide A	−1.99	0.69
5	SLA	Src-like-adaptor	−1.85	0.43
6	HYAL1	Hyaluronoglucosaminidase 1	−2.12	0.42
7	IRF5	Interferon regulatory factor 5	−2.25	0.89
8	IL2	Interleukin 2	−2.10	0.58

**Table:** (a)

No.	Gene name	NCBI description	AVE FC	SD
1	SYTL5	Synaptotagmin-like 5	−2.92	1.88
2	KGFLP1	Fibroblast growth factor 7 pseudogene	−2.80	1.42
3	ARPC3P5	Actin related protein 2/3 complex, subunit 3 pseudogene 5	−2.63	1.88
4	OSBPL8	Oxysterol binding protein-like 8	−2.62	0.01
5	C11orf10	Chromosome 11 open reading frame 10	−2.56	1.09
6	DHX9	DEAH (Asp-Glu-Ala-His) box polypeptide 9	−2.51	0.77
7	C1orf53	Chromosome 1 open reading frame 53	−2.45	1.16
8	VWF	Von Willebrand factor	−2.40	0.59
9	AF038194	Homo sapiens clone 23821 mRNA sequence	−2.35	0.51
10	POM121	POM121 transmembrane nucleoporin	−2.33	0.36
11	THC2671048	Q3DWD9_CHLAU (Q3DWD9) YLP motif, partial (6%)	−2.33	0.71
12	TOM1L2	Target of myb1-like 2 (chicken)	−2.33	0.76
13	CAPZA3	Capping protein (actin filament) muscle Z-line, alpha 3	−2.33	0.82
14	CYSLTR2	Cysteinyl leukotriene receptor 2	−2.30	0.54
15	ANKRD33B	Ankyrin repeat domain 33B	−2.27	0.61
16	AA889371	am40h08.s1 Soares_NFL_T_GBC_S1 Homo sapiens cDNA clone IMAGE:1471263 3′ similar to SW:COQ1_YEAST P18900 HEXAPRENYL PYROPHOSPHATE SYNTHETASE	−2.26	0.67
17	FAM101A	Family with sequence similarity 101, member A	−2.26	0.91
18	IRF5	Interferon regulatory factor 5	−2.25	0.68
19	EGFLAM	EGF-like, fibronectin type III, and laminin G domains	−2.25	0.72
20	SIRT3	NAD-dependent protein deacetylase sirtuin-3, mitochondrial isoform a	−2.20	0.65
21	NEK8	NIMA (never in mitosis gene a)—related kinase 8	−2.19	1.07
22	ROD1	Polypyrimidine tract binding protein 3	−2.18	0.60
23	RBM26	RNA binding motif protein 26	−2.18	1.05
24	HYAL1	Hyaluronoglucosaminidase 1 (HYAL1), transcript variant 1, noncoding RNA	−2.12	0.45
25	IL2	Interleukin 2	−2.10	0.17
26	LRRC20	Leucine-rich repeat-containing protein 20 isoform 3	−2.10	0.67
27	THC2635921		−2.09	0.90
28	GJD4	Gap junction protein, delta 4, 40.1 kDa	−2.09	0.52
29	SNAPC1	Small nuclear RNA activating complex, polypeptide 1, 43 kDa	−2.06	0.50
30	GNG13	Guanine nucleotide binding protein (G protein), gamma 13	−2.00	0.45
31	POLR2A	Polymerase (RNA) II (DNA directed) polypeptide A, 220 kDa	−1.99	0.23
32	CD44	CD44 molecule (Indian blood group)	−1.97	0.87
33	CR742006	CR742006 Soares_testis_NHT Homo sapiens cDNA clone IMAGp971J1256; IMAGE:1048737 5′, mRNA sequence	−1.96	0.53
34	THC2709441	Q4VIX2_DROBU (Q4VIX2) Dbuz*∖*abd-A-PB, partial (4%)	−1.95	0.77
35	PIGU	Phosphatidylinositol glycan anchor biosynthesis, class U	−1.95	0.25
36	KRT14	Keratin 14	−1.91	0.62
37	BE564275	601343077F1 NIH_MGC_53 Homo sapiens cDNA clone IMAGE:3685338 5′, mRNA sequence	−1.90	0.59
38	ZNF622	Zinc finger protein 622	−1.89	0.76
39	BQ060012	AGENCOURT_6793913 NIH_MGC_99 Homo sapiens cDNA clone IMAGE:5816175 5′, mRNA sequence	−1.88	0.28
40	LCE1D	Late cornified envelope 1D	−1.88	0.13
41	BC034623	Homo sapiens cDNA clone IMAGE:4837603	−1.86	0.45
42	SLA	Src-like-adaptor	−1.85	0.30
43	HLA-DOB	Major histocompatibility complex, class II, DO beta	−1.85	0.57
44	FOXL1	Forkhead box L1	−1.84	0.34
45	B3GNT9	UDP-GlcNAc:betaGal beta-1, 3-N-acetylglucosaminyltransferase 9	−1.84	0.66
46	SLC15A1	Solute carrier family 15 (oligopeptide transporter), member 1	−1.82	0.43
47	HADHB	hydroxyacyl-CoA dehydrogenase/3-ketoacyl-CoA thiolase/enoyl-CoA hydratase (trifunctional protein), beta subunit	−1.79	0.61
48	HSPA14	Heat shock 70 kDa protein 14	−1.78	0.43
49	BC092421	Homo sapiens cDNA clone IMAGE:30378758	−1.76	0.39
50	POC1A	POC1 centriolar protein homolog A (Chlamydomonas)	−1.75	0.27
51	ACVR1	Activin A receptor, type I	−1.72	0.41
52	TPSD1	Tryptase delta 1	−1.68	0.33
53	MAPK8IP3	Mitogen-activated protein kinase 8 interacting protein 3	−1.67	0.40
54	UCHL5	Ubiquitin carboxyl-terminal hydrolase L5	−1.61	0.41

**Table:** (b)

No.	Gene name	NCBI description	AVE FC	SD
1	MBD6	Methyl-CpG binding domain protein 6	1.58	0.44
2	BG536553	602564961F1 NIH_MGC_77 Homo sapiens cDNA clone IMAGE:4689518 5′, mRNA sequence	1.64	0.34
3	APOL1	Apolipoprotein L, 1	1.64	0.44
4	LOC728537	Uncharacterized LOC728537	1.69	0.52
5	THC2624002	Q9BXR7_HUMAN (Q9BXR7) Interleukin 10 (Fragment), partial (93%)	1.72	0.49
6	CASKIN2	CASK interacting protein 2	1.77	0.41
7	PML	Promyelocytic leukemia	1.78	0.66
8	ZC3HAV1L	Zinc finger CCCH-type, antiviral 1-like	1.81	0.25
9	THC2653001	BX098637 Soares fetal liver spleen 1NFLS Homo sapiens cDNA clone IMAGp998F16386; IMAGE:200847, mRNA sequence	1.81	0.67
10	LOC728344	Glutaredoxin 3 pseudogene	1.88	0.56
11	METRNL	Meteorin, glial cell differentiation regulator-like	1.89	0.89
12	C8orf75	Long intergenic nonprotein coding RNA 589	1.91	0.81
13	AK021715	Homo sapiens cDNA FLJ11653 fis, clone HEMBA1004538	1.91	0.86
14	TMCO1	Transmembrane and coiled-coil domains 1	1.99	0.36
15	UQCC	Ubiquinol-cytochrome c reductase complex chaperone	2.00	0.41
16	RPL7P48	Ribosomal protein L7 pseudogene 48	2.14	0.73
17	AF483645	Homo sapiens capacitative calcium channel protein Trp1 mRNA, partial cds; alternatively spliced	2.17	0.67
18	TAF9B	TAF9B RNA polymerase II, TATA box binding protein (TBP)-associated factor, 31 kDa	2.31	0.37
19	AK026477	Homo sapiens cDNA:FLJ22824 fis, clone KAIA3991	2.34	0.39
20	BBS12	Bardet-Biedl syndrome 12	2.37	0.48
21	THC2624048	Q964F8_PLAFA (Q964F8) Merozoite surface protein 8, partial (3%)	2.37	0.44
22	TBP	TATA box binding protein	2.37	0.50
23	BC034627	Homo sapiens cDNA clone IMAGE:4839213	2.38	0.36
24	JAG2	Jagged 2	2.42	0.49
25	TMEM8	Transmembrane protein 8A	2.42	0.43
26	CARD18	Caspase recruitment domain family, member 18	2.51	0.59
27	AA020958	ze65a02.s1 Soares retina N2b4HR Homo sapiens cDNA clone IMAGE:363818 3′, mRNA sequence	2.52	0.48
28	ICAM1	Intercellular adhesion molecule 1	2.63	0.77

**Table 3:** Signaling pathways affected by LE in Pancreatic cancer cells. The experimental data of 82 genes (see “Section 3.3”) were uploaded to Metacore tool. It identified 98 pathways to be regulated by LE. The number of pathways affected under each category is indicated in parenthesis.

No.	Pathway map	*P* value	Ratio
	**Immune response** (27)		
1	Immune response_MIF-mediated glucocorticoid regulation	1.437*E* − 03	2 : 22
2	Immune response_IL-27 signaling pathway	1.712*E* − 03	2 : 24
3	Immune response_HSP60 and HSP70/TLR signaling pathway	8.466*E* − 03	2 : 54
4	Immune response_IFN alpha/beta signaling pathway	6.049*E* − 02	1 : 24
5	Immune response_role of HMGB1 in dendritic cell maturation and migration	6.780*E* − 02	1 : 27
6	Immune response_CD137 signaling in immune cell	7.265*E* − 02	1 : 29
7	Immune response_Delta-type opioid receptor signaling in T-cells	7.265*E* − 02	1 : 29
8	Immune response_IL-22 signaling pathway	8.465*E* − 02	1 : 34
9	CCR4-dependent immune cell chemotaxis in asthma and atopic dermatitis	8.465*E* − 02	1 : 34
10	Mechanism of action of CCR4 antagonists in asthma and atopic dermatitis (Variant 1)	8.465*E* − 02	1 : 34
11	Immune response_regulation of T cell function by CTLA-4	8.941*E* − 02	1 : 36
12	Immune response_role of integrins in NK cells cytotoxicity	9.415*E* − 02	1 : 38
13	Immune response_Th1 and Th2 cell differentiation	9.886*E* − 02	1 : 40
14	Immune response_IL-5 signalling	1.082*E* − 01	1 : 44
15	Immune response_PGE2 signaling in immune response	1.105*E* − 01	1 : 45
16	Immune response_NF-AT signaling and leukocyte interactions	1.129*E* − 01	1 : 46
17	Immune response_histamine H1 receptor signaling in immune response	1.175*E* − 01	1 : 48
18	Immune response_IL-2 activation and signaling pathway	1.198*E* − 01	1 : 49
19	Immune response_function of MEF2 in T lymphocytes	1.221*E* − 01	1 : 50
20	Immune response_HMGB1/RAGE signaling pathway	1.289*E* − 01	1 : 53
21	Immune response _IFN gamma signaling pathway	1.312*E* − 01	1 : 54
22	Immune response_CCR5 signaling in macrophages and T lymphocytes	1.402*E* − 01	1 : 58
23	Immune response_immunological synapse formation	1.425*E* − 01	1 : 59
24	Immune response_TREM1 signaling pathway	1.425*E* − 01	1 : 59
25	Immune response_IL-17 signaling pathways	1.447*E* − 01	1 : 60
26	Immune response_CD40 signaling	1.558*E* − 01	1 : 65
27	Immune response_CD16 signaling in NK cells	1.646*E* − 01	1 : 69

	**Metabolism **(17)		
28	Mitochondrial ketone bodies biosynthesis and metabolism	6.780*E* − 02	1 : 27
29	Propionate metabolism p.1	9.651*E* − 02	1 : 39
30	Selenoamino acid metabolism	1.312*E* − 01	1 : 54
31	Phenylalanine metabolism/rodent version	1.580*E* − 01	1 : 66
32	Propionate metabolism p.2	1.580*E* − 01	1 : 66
33	Phenylalanine metabolism	1.602*E* − 01	1 : 67
34	Leucine, isoleucine and valine metabolism.p.2	1.841*E* − 01	1 : 78
35	Leucine, isoleucine, and valine metabolism/Rodent version	1.884*E* − 01	1 : 80
36	Tyrosine metabolism p.2 (melanin)	1.947*E* − 01	1 : 83
37	Lysine metabolism	1.968*E* − 01	1 : 84
38	Lysine metabolism/rodent version	2.010*E* − 01	1 : 86
39	GTP-XTP metabolism	2.094*E* − 01	1 : 90
40	Tryptophan metabolism	2.319*E* − 01	1 : 101
41	Tryptophan metabolism/rodent version	2.339*E* − 01	1 : 102
42	CTP/UTP metabolism	2.459*E* − 01	1 : 108
43	NAD metabolism	2.674*E* − 01	1 : 119
44	ATP/ITP metabolism	2.770*E* − 01	1 : 124

	**Development** (12)		
45	Development_glucocorticoid receptor signaling	6.049*E* − 02	1 : 24
46	Development_cross-talk between VEGF and angiopoietin 1 signaling pathways	6.537*E* − 02	1 : 26
47	Development_osteopontin signaling in osteoclasts	7.506*E* − 02	1 : 30
48	Development_BMP signaling	8.226*E* − 02	1 : 33
49	Development_lipoxin inhibitory action on PDGF, EGF, and LTD4 signaling	8.941*E* − 02	1 : 36
50	Development_beta-adrenergic receptors transactivation of EGFR	9.179*E* − 02	1 : 37
51	Development_notch signaling pathway	1.059*E* − 01	1 : 43
52	Development_S1P3 receptor signaling pathway	1.059*E* − 01	1 : 43
53	Development_VEGF signaling and activation	1.059*E* − 01	1 : 43
54	Development_S1P1 signaling pathway	1.082*E* − 01	1 : 44
55	Development_beta-adrenergic receptors regulation of ERK	1.152*E* − 01	1 : 47
56	Development_WNT signaling pathway, part 2	1.289*E* − 01	1 : 53

	**Gene expression regulation** (6)		
57	Transcription_assembly of RNA polymerase II preinitiation complex on TATA-less promoters	1.204*E* − 05	3 : 18
58	Translation_IL-2 regulation of translation	5.066*E* − 02	1 : 20
59	Transcription_role of akt in hypoxia induced HIF1 activation	6.780*E* − 02	1 : 27
60	Transcription_ligand-dependent transcription of retinoid-target genes	8.226*E* − 02	1 : 33
61	Transcription_role of AP-1 in regulation of cellular metabolism	9.415*E* − 02	1 : 38
62	Translation_(L)-selenoaminoacids incorporation in proteins during translation	1.012*E* − 01	1 : 41

	**Cell adhesion** (5)		
63	Cell adhesion_IL-8-dependent cell migration and adhesion	8.226*E* − 02	1 : 33
64	Cell adhesion_cell-matrix glycoconjugates	9.415*E* − 02	1 : 38
65	Cell adhesion_ephrin signaling	1.105*E* − 01	1 : 45
66	Cell adhesion_ECM remodeling	1.267*E* − 01	1 : 52
67	Cell adhesion_chemokines and adhesion	2.299*E* − 01	1 : 100

	**CFTR regulation** (4)		
68	CFTR folding and maturation (norm and CF)	3.572*E* − 02	1 : 14
69	wtCFTR and delta F508 traffic/late endosome and lysosome (norm and CF)	3.823*E* − 02	1 : 15
70	Regulation of degradation of delta F508 CFTR in CF	6.780*E* − 02	1 : 27
71	Mechanisms of CFTR activation by S-nitrosoglutathione (normal and CF)	1.129*E* − 01	1 : 46

	**Chemotaxis** (4)		
72	Chemotaxis_CCR4-induced chemotaxis of immune cells	8.465*E* − 02	1 : 34
73	Chemotaxis_lipoxin inhibitory action on fMLP-induced neutrophil chemotaxis	1.129*E* − 01	1 : 46
74	Chemotaxis_inhibitory action of lipoxins on IL-8- and leukotriene B4-induced neutrophil migration	1.244*E* − 01	1 : 51
75	Chemotaxis_leukocyte chemotaxis	1.777*E* − 01	1 : 75

	**Oxidative stress** (4)		
76	Oxidative stress_role of ASK1 under oxidative stress	8.465*E* − 02	1 : 34
77	Mitochondrial unsaturated fatty acid beta-oxidation	1.105*E* − 01	1 : 45
78	Mitochondrial long chain fatty acid beta-oxidation	1.947*E* − 01	1 : 83
79	Peroxisomal branched chain fatty acid oxidation	1.947*E* − 01	1 : 83

	**Protein degradation** (4)		
80	Protein folding_membrane trafficking and signal transduction of G-alpha (i) heterotrimeric G-protein	4.819*E* − 02	1 : 19
81	Proteolysis_putative ubiquitin pathway	5.804*E* − 02	1 : 23
82	Proteolysis_role of parkin in the ubiquitin-proteasomal pathway	6.049*E* − 02	1 : 24
83	Proteolysis_putative SUMO-1 pathway	7.265*E* − 02	1 : 29

	**Blood coagulation** (3)		
84	Blood coagulation_blood coagulation	9.651*E* − 02	1 : 39
85	Blood coagulation_GPVI-dependent platelet activation	1.335*E* − 01	1 : 55
86	Blood coagulation_GPIb-IX-V-dependent platelet activation	1.798*E* − 01	1 : 76

	**DNA damage** (3)		
87	DNA damage_role of SUMO in p53 regulation	4.322*E* − 02	1 : 17
88	DNA damage_NHEJ mechanisms of DSBs repair	4.819*E* − 02	1 : 19
89	DNA damage_nucleotide excision repair	8.941*E* − 02	1 : 36

	**Apoptosis** (2)		
90	Apoptosis and survival_role of IAP-proteins in apoptosis	7.747*E* − 02	1 : 31
91	Apoptosis and survival_lymphotoxin-beta receptor signaling	1.036*E* − 01	1 : 42

	**Cytoskeleton remodeling** (2)		
92	Cytoskeleton remodeling_keratin filaments	8.941*E* − 02	1 : 36
93	Cytokine production by Th17 cells in CF	9.651*E* − 02	1 : 39

	**Other** (3)		
94	Transport_RAB3 regulation pathway	3.572*E* − 02	1 : 14
95	Inhibitory action of lipoxin A4 on PDGF, EGF and LTD4 signaling	8.704*E* − 02	1 : 35
96	Signal transduction_calcium signaling	1.105*E* − 01	1 : 45
97	Inhibitory action of lipoxins on neutrophil migration	1.380*E* − 01	1 : 57

	**Cell cycle** (1)		
98	Cell cycle_role of Nek in cell cycle regulation	3.037*E* − 03	2 : 32

**Table 4:** A partial list of diseases that may be affected by LE. The top ten diseases identified by MetaCore tool in the microarray data set of MiaPaCa-2 cells treated with LE are listed in this table. The list is arranged per descending *P* value. The number of genes in the uploaded microarray data versus the genes cataloged in MetaCore disease biomarker enrichment database is indicated as ratio.

No.	Diseases	*P*-value	Ratio
1	Rheumatoid vasculitis	4.375*E* − 13	6 : 10
2	Arthritis, experimental	6.185*E* − 12	6 : 14
3	Papilloma, intraductal	1.789*E* − 10	4 : 4
4	Systemic vasculitis	3.926*E* − 10	7 : 47
5	DNA virus infections	9.529*E* − 09	15 : 654
6	Herpesviridae infections	1.106*E* − 08	12 : 378
7	Vasculitis	1.573*E* − 08	10 : 238
8	Lymphangiomyoma	3.694*E* − 08	4 : 10
9	Smooth muscle tumor	3.694*E* − 08	4 : 10
10	Lymphangioleiomyomatosis	3.694*E* − 08	4 : 10

# Supplementary material for: In Vitro Global Gene Expression Analyses Support the Ethnopharmacological Use of Achyranthes aspera
**Source:** Evid Based Complement Alternat Med. 2013 Dec 15;2013:471739. doi: 10.1155/2013/471739
**Supplement:** Supplementary file 2

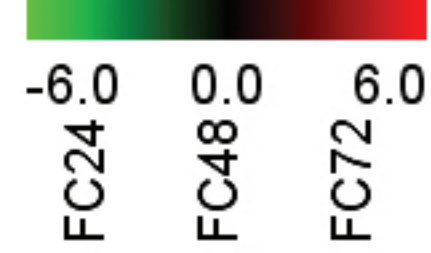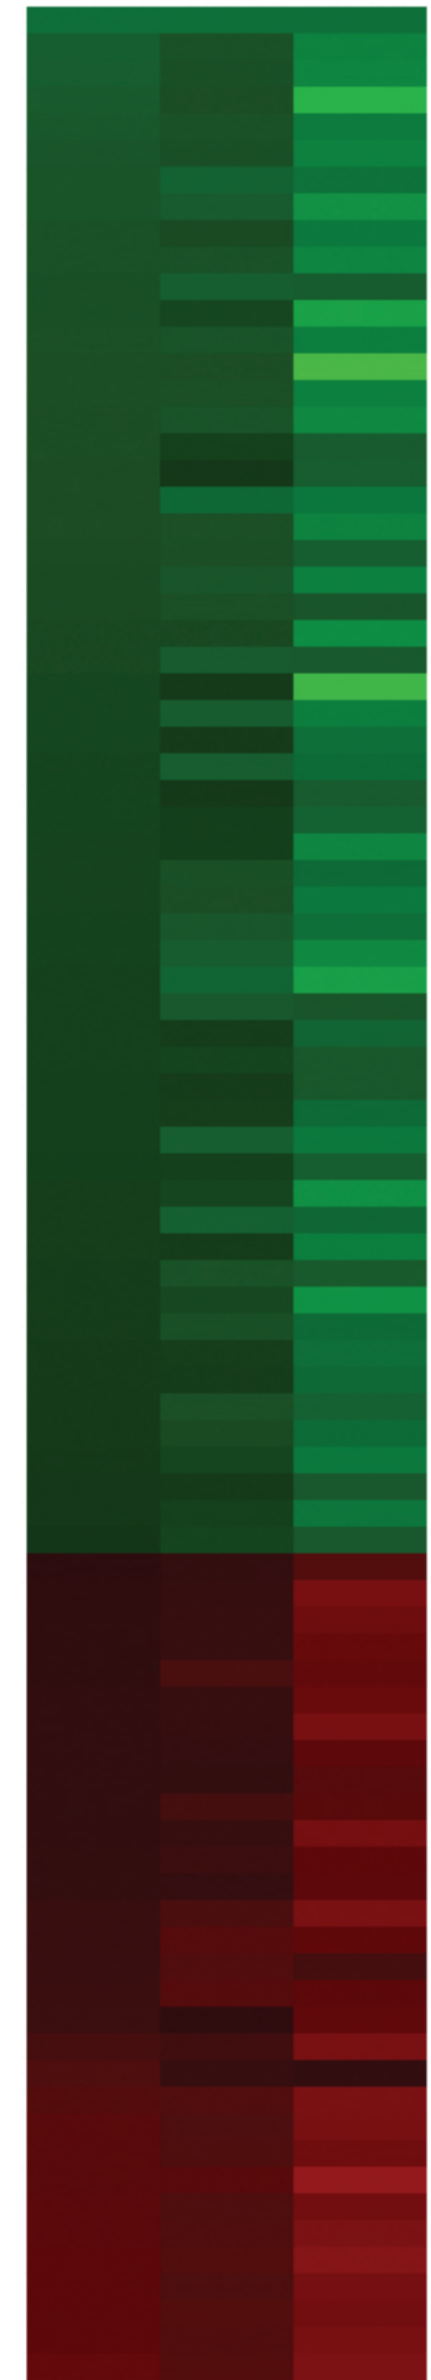

OSBPL8
VWF
A_32_P103162
K6FLP1
CYSLTR2
A_32_P192586
POM121
DHX9
ROD1
THC2671048
IL2
C1orf53
LOC651746
SYTL5
IRF5
TOM1L2
SLA
HSPA14
AF038194
EGFLAM
PIGU
AA889371
LCE1D
FAM101A
POLR2A
LOC441131
A_24_P408981
KRT14
HYAL1
ACVR1
SLC15A1
THC2635921
GNB13
LRRC20
CX40.1
CAPZA3
C11orf10
BQ060012
A_24_P818378
WDR51A
TPSD1
HLA-DOB
SIRT3
BC092421
ENST00000377131
SNAPC1
CD44
FOX L1
NEK8
CR742006
MGC4655
HADHB
BC034623
BE564275
THC2709441
UCHL5
ZNF622
MAPK8IP3
MBD6
METRNL
BC089454
PML
LOC643450
THC2653001
AK021715
LOC728537
APOL1
CASKIN2
C8orf75
A_24_P940375
THC2624002
LOC388401
C20orf44
ZC3HAV1L
TMC01
THC2712447
AF483645
BG536553
TBP
BBS12
TAF9B
ICAM1
AK026477
JAG2
ICEBERG
THC2624048
BC034627
TMEM8
AA020958

How the deposited data were processed for this re-analysis (not part of the article)

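RNA of MiaPaCa-2 cells treated with LE at 34 μg/mL and of control cells was compared on 12 arrays with 2 dyes, 6 at 24 h, 4 at 48 h and 2 at 72 h. According to the methods, the authors read the images with GenePix Pro, applied quality criteria with Acuity, and made log2 ratios with limma (version not given), by lowess within arrays and quantile normalization between arrays. The labels give the dye of each RNA and not the direction of the ratio. The log2 ratios were read as LE over control without turning any array, since the study's listed 72 h fold changes are found among the means of the ratios as deposited (426 of 941 probes, 99.8 by chance) and not among those turned by the dye labels (84, 83.0 by chance). This shows how the study averaged the 72 h columns, and not that each had been turned to LE over control. The median log2 ratio was -0.03, 0.10, -0.00, -0.01, 0.03 and 0.07 on 24 h replicates 1 to 6, -0.05, 0.04, 0.03 and 0.03 on 48 h replicates 1 to 4, and 0.06 and 0.03 on 72 h replicates 1 and 2. Scale and centring are thus those of the authors. Whether the direction holds on each array apart from a dye bias stays unknown.

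Of the 17134 features with values, 13436 carry 1 symbol, 32 several and 3666 no name. The model had 1 term per time point, fitted in limma 3.58.1 (R 4.3.3, statmod 1.5.0) with lmFit and eBayes, which left 9 residual degrees of freedom and a prior of 6.20. Contrasts gave the mean over the time points and the differences between them, and the moderated F test covered the 3 terms. The p-values were adjusted by Benjamini-Hochberg with a threshold of 0.01. Features of 1 symbol were averaged into 8827 genes for gene values and lists. Of 32 gene lists drawn from general knowledge, the one of pancreatic acinar and endocrine markers had no measured member, and 31 were tested with camera (preset correlation 0.01, and estimated) and fry. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

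Genes named in the text are those the paper names, whose values in its tables were seen beforehand, genes past the threshold with 1 direction on every array, the 4 members of each list with the smallest p, and GAPDH and ACTB. Outside this rule, CEBPA, WDFY3-AS2, EGFR, DVL1 and a feature of ACTB were named after their values were seen, and MMP9, TIMP1 and TAF9 as relatives of genes the text follows. The fit departed from the plan in 3 points, since it had been planned to turn the ratios by the dye labels, to average spots of a probe, and to take the study's own probe of a gene. The study averaged the 72 h ratios as deposited, and the listed probes are not paired with features.

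The alternatives were a dye term, the replicate number as a block, both together, each time point alone, arrays centred, scaled or quantile-normalized, a robust variance, features with 1 direction on every array, features with a value on at least 2 arrays of each time point, gene means, an FDR of 0.05, a fold change of 1.5, the 72 h arrays without borrowed spread, the mean dye effect removed, Spearman in place of Pearson correlation, an estimated correlation in camera and each array left out. Robust regression, array weights, and features of 1 direction with each time point alone were added after seeing the data. Ratios turned by the dye labels, the planned reading, were kept as a further added alternative once the ratios were read as deposited. The number of arrays limits the precision. The simulated data took the residuals of real features, with the order of the arrays and the signs drawn at random per feature. This removes the likeness of arrays with one dye orientation. In simulated data, changes of 1 on the log2 scale were recovered at 25% of features at 24 h, 12.5% at 48 h, 0 at 72 h and 55% in the mean over the time points, with 1, 2, 7 and 4 calls of unchanged features beside changes of 5 sizes in 40 features each and 0 calls where no feature was changed. A list moved by 0.5 was called at 3 time points with 0 other calls. PCR values and pathway and disease enrichments of the study were not analysed here.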

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

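No test of a cause was run for the values in this part, and the 3 genes outside those the paper names were singled out by a rule set beforehand. LAMC1, a laminin chain of basement membranes, had a mean log2 ratio over the time points of -1.17, VPS39, which tethers late endosomes, of -1.21 and NOA1, a GTPase of the mitochondrial ribosome, of -0.89. These genes are below 0 on 12 of 12 arrays as deposited, which the rule required, and the paper does not discuss them. Turned by the dye labels, as first planned, they are above 0 on 6 of 12, as follows from 6 arrays of each dye orientation, with means of 0.18, 0.09 and 0.01. Among genes the paper names, 1 array stood apart from the others of its time point in 6 cases. At 24 h ACVR1 was at -2.01 on replicate 5 and FGF7P6 at -2.15 on replicate 6, and ACTB was at 0.31 on replicate 1. On 24 h replicate 5, B3GNT9 was at 0.78, HADHB at 0.77 and ZNF622 at 0.79. These 3 genes of unrelated function also had close means at 24 h (-0.37, -0.37 and -0.34), at 48 h (-0.76, -0.74 and -0.77) and at 72 h (-1.38, -1.32 and -1.46). The median log ratio of 48 h replicate 1 was -0.0478, apart from the other 48 h arrays. Of 74 sets tested for a lone array 7 had one, and since chance marks about 1 in 20 groups, 3.7 would be found by chance. The sets are not independent, since B3GNT9, HADHB and ZNF622 move together and their 3 cases may be a single one.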

How the results depend on the processing

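Robust regression, array weights, and features of 1 direction with each time point alone were chosen after seeing the data. Ratios turned by the dye labels had been the plan for the main fit and are counted here with these added alternatives. Among counts and correlations, 290 values under alternatives set beforehand stayed close to the reported one and 27 moved, and 35 and 13 did so under the added ones. Of values of single genes, 118 and 17 kept their direction under these. The count at 24 h, 0 in limma, was 3 among features of 1 direction on every array and 3 when each time point was also fitted alone. At 48 h it was 9 by robust regression and ran from 0 to 2 without single arrays, 2 without 48 h replicate 3. At 72 h it was 3 at an FDR of 0.05, 41 by robust regression and 2 with array weights. Features at an unadjusted p under 0.05 ran from 261 to 1688, 779 to 2432 and 789 to 2668 at the 3 time points over the alternatives. These ranges mix unlike totals, since 789 is a count among 8827 genes and the alternative of 1 direction on every array tests fewer features. The mean effect, 9 features, all lower, gave 15 with a dye term (1 higher), 1 with the replicate block (block correlation 0.187), 70 with both (14 higher), 245 with each time point alone (47 higher), 1 with arrays scaled, 2 with a robust variance, 58 among features of 1 direction (13 higher), 213 at an FDR of 0.05 (52 higher), 343 by robust regression (132 higher), 48 with array weights (8 higher), 2 with ratios turned by the dye labels, 53 among features of 1 direction with each time point alone (13 higher), and 0 to 5 without single arrays. Robust regression gave 1 feature for differences between time points. By gene, 3623 kept their sign at all 3 time points. With ratios turned by the dye labels, effects correlated at 0.578 between 24 and 48 h and 0.532 between 48 and 72 h, 1564, 3220 and 7865 features kept one direction at 24, 48 and 72 h, 1587, 2141 and 841 had an unadjusted p under 0.05, and the mean of TAF9B was -0.24. With the mean dye effect removed, 962 features kept one direction at 24 h and 4110 at 48 h, where random signs treated alike give 814 and 3392. Of genes the paper names, 1 was called at an FDR of 0.05 and 2 by robust regression. POLR2A ran from -0.042 to 0.015 without single arrays, 0.0019 without 48 h replicate 2 and 0.015 without 72 h replicate 1. The cause was not tested. Requiring a value on only 2 arrays of each time point changed no feature tested. Deviations from the time point means correlated at 0.0584 to 0.489 in 8 same-numbered pairs of arrays (mean 0.217, over 0.1 in 5) and at a mean of -0.048 in 36 others. All 8 share a dye orientation, and 14 others that share one had a mean of 0.249, so the numbers were not taken to pair the arrays, which these values do not rule out. Signal over background was not analysed here.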

Differences from the paper's values

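The comparisons and all alternatives in this part other than single features and robust regression were set before the data were examined. Turning the ratios by the dye labels had been the plan for the main fit. At the paper's threshold of FDR ≤ 0.01, limma called 0 features at 24 h (0 higher, 0 lower), where the paper gives 971 (334 higher, 637 lower). It called 0 at 48 h (0 higher, 0 lower), where the paper gives 806 (481 higher, 325 lower), and 0 at 72 h (0 higher, 0 lower), where the paper gives 3075 (1317 higher, 1758 lower). All 3 time points shared 0 features against 221 in the paper, and 0 passed the dual filter against 89 in the paper. No alternative came near these counts. One direction on every array was kept by 481 features at 24 h against 2724 in the paper, and by 9264 at 72 h against 5463 in the paper. Apart from ratios turned by the dye labels, no alternative set beforehand came within 1.5 times of either. The paper compared signals with the dye swap and combined biological replicates. It does not state that the direction was kept on every array, so the criteria may differ. Ratios turned by the dye labels, as first planned, gave 1564 at 24 h, 3220 at 48 h and 7865 at 72 h, the last 2 within 1.5 times of the paper's counts. The last is what the 9264 leave when 1 of the 2 arrays is turned. Turning drops 375 of 393 features matched to probes of the study's same-trend list at 72 h, which is no test, since of 2 arrays with opposite dyes it turns 1. At 48 h the count was 2406 against 2730 in the paper, within 1.5 times of it there and under 3 of 4 alternatives, centring, scaling and quantile normalization, and not with the mean dye effect removed. One direction within each of the 3 time points was kept by 81 features. The paper's filter left 1178 at all 3, whatever their direction, and it does not state that each array agreed. The direction was also the same at all 3 for 71 of the 81, and the paper gives 941 of its 1178 with the same trend. These counts were not recomputed under the alternatives.

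On the paper's signed fold scale, the gene mean was 1.07 for TBP (the paper's value is 2.37, SD 0.5), -1.01 for POLR2A (the paper's is -1.99, SD 0.23), -1.43 for IRF5 (the paper's is -2.25, SD 0.68) and -1.04 for CD44 (the paper's is -1.97, SD 0.87). None of 20 alternatives brought these within the paper's error. The single feature of each gene that holds the 72 h value the study lists, a setting chosen after seeing the values, gives 2.43 for TBP, -2.08 for POLR2A, -2.29 for IRF5 and -1.87 for CD44. APOL1 and TAF9B, with 1 feature each, were within the larger SD of the paper's value.

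Of the 32 measured genes of Table 2, 30 had the paper's sign in the mean over the time points as deposited, and 18 had it with ratios turned by the dye labels. OSBPL8 and RBM26, which the paper lists as lower, were at 0.14 and 0.06. Only 1 of 2 features of OSBPL8 and 1 of 3 of RBM26 had a value. Neither has the 72 h value that the study lists, so they may not be the listed probes. The paper calls all 32. Adjusted over the list alone 2, 1 and 6 were called at 24, 48 and 72 h, at an FDR of 0.05 FGF7P6 was called at 72 h, the mean over the time points called FGF7P6, and robust regression, chosen after seeing the values, called 2. The paper states that MMPs and VEGF fell. Its Tables 1 and 2 list none of them, and its introduction cites earlier expression studies of these genes, so the statement may not rest on these arrays. Of 7 measured MMPs, 5 were above 0 at 24 h and 4 at 72 h, while at 48 h 4 were below 0, as in the paper, and 3 above. VEGFA was at 0.19, 0.04 and -0.06 as the mean of 10 features, which does not show that it stayed unchanged. The 2 measured VEGF genes, VEGFA and VEGFB, were above 0 at 24 and 48 h and below 0 at 72 h, the last as in the paper.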

Other observations

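The tests on copies of a probe and on the direction of ratios were chosen only after the result was seen, and the counts of splits and the test on 24 h replicate 1 were set before. Of 26 apoptosis regulators, 20 were above 0 at 48 h, among them APAF1, which activates caspase 9, at 1.02 ± 0.85 (SD, n = 4), and BAK1, which permeabilizes mitochondria, was at 1.26 ± 0.47 at 72 h (SD, n = 2). Camera gave an unadjusted p of 0.0311 for this list, or 0.0392 with an estimated correlation (adjusted p = 0.417). Of 25 genes of the unfolded protein response and ATF4, 17 were above 0 at 24 h (adjusted p = 0.417), with the endoplasmic reticulum protein MANF at 0.65 ± 0.90 and the disulfide isomerase PDIA4 at -0.65 ± 0.70 (SD, n = 6). Of 14 NRF2 genes 8 were above 0 at 48 h (adjusted p = 0.889), with malic enzyme ME1 at 0.74 ± 0.09 (SD, n = 4). Of 42 ribosomal protein genes, 21 lay on each side at 24 h (adjusted p = 0.982), and RPL19 was at -1.95 ± 1.53 at 72 h (SD, n = 2). Of 28 ubiquitin-proteasome genes, 18 were below 0 at 24 h (adjusted p = 0.715), with PSMA5 at -0.66 ± 0.73 (SD, n = 6). Of 9 genes of xenobiotic metabolism, CYP1B1 was at 0.88 ± 0.61 at 48 h (SD, n = 4, adjusted p of the list 0.982).

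Of 9 pancreatic cancer epithelial markers, 8 were above 0 at 24 h (unadjusted p = 0.0382, or 0.0962 with an estimated correlation, adjusted p = 0.417), and S100P was at 0.41 ± 0.33 at 48 h (SD, n = 4). Of 6 coagulation and endothelial genes, 5 were above 0 at 24 h (adjusted p = 0.417), among them PROCR, the protein C receptor, at 0.51 ± 0.30 (SD, n = 6). Of 8 measured markers of liver, muscle, nerve, germ and skin, 7 were below 0 at 72 h (unadjusted p = 0.00486, or 0.0172 with an estimated correlation, adjusted p = 0.288), with LCE2A of the skin envelope at -1.25 ± 0.21 (SD, n = 2). This list holds LCE1D, which the study chose on these samples, and is no independent evidence. Of 6 blood and immune markers 4 were above 0 at 72 h (adjusted p = 0.969), and GP9 was at 0.48 ± 0.55 at 24 h (SD, n = 6). No member of these lists passed FDR ≤ 0.01 in limma over all genes or adjusted over the list alone, and the most at an unadjusted p under 0.05 were 7 ribosomal protein genes at 48 h. The study's full sheets list 979 entries for 971 probes at 24 h, 8 of them more than once and 3 of these with opposite signs, and 955 entries for 806 probes at 48 h.

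Copies of a probe share whether they have a value, and not the value itself. Noise that is independent between features is argued against by pairs with nearly equal profiles. They were 230 of 59587 at the first 9 multiples of a row distance of 170, a distance chosen after it was seen. The next multiples had 1 of 6490, 0 of 6423 and 0 of 6511, and 36 other distances had 0 of 236339. With 1 put in place of the 0 of 236339, the ratio of that share to the 230 of 59587 is 1 to 912. This figure depends on that choice. An artifact of the position on the slide would also give such pairs and was not tested. An error in the deposited table alone is argued against by 27 of 32 genes of Table 2, which have a feature of their own symbol at the 72 h value of the study. A candidate explanation is that log ratios and feature names are in different orders in the deposited table and the study's sheets alike. After removal of chance matches, 38.8% of the study's same-trend probes were found among measured features, close to the 39.5% of features that are measured, and a log ratio may then belong to another gene than the one named. On the other side, the RT-PCR of the paper has the direction of its array FC for the 8 genes of Table 1. Names in another order would give this only by chance. The paper selected these genes and the PCR was not analysed here, so the explanation stays open. No biological explanation was tested.

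Arrays with LE in one dye resembled each other, with a mean r of 0.229 within an orientation and -0.042 between orientations, across features, which are not independent replicates. Of 462 balanced splits of the arrays 1, the real one, gave a difference as large as 0.271, and the highest other gave 0.180, so that chance can be excluded. A dye bias of single features (0.271) and ratios not turned to one direction (1564 features of one sign at 24 h after turning, against 481 before) cannot be told apart, since both predict these values. At 72 h, 1 of the 2 arrays is turned, so the 7865 features of one sign afterwards are what the 9264 before leave and add no information. The paper's RT-PCR has the direction of its array FC for the 8 genes of Table 1. Of the 4 measured here, 4 gene means have the direction of the PCR as deposited and 4 after turning, and at the features with the listed 72 h value 4 have it as deposited and 2 after turning, too few genes to decide. For the mean over the time points, 4 of 100 sampled sign reassignments, the real one included, gave as many features at an unadjusted p under 0.05 as the real 2729 (highest other 2988). Turning by the dye labels, itself such a reassignment, gave 3513. Since arrays of one dye orientation resemble each other, this borderline share does not exclude chance. At 24 h 7 of 32 gave as many as the real 990, the highest, 1183, being the dye orientation, and chance cannot be excluded. For 48 h against 24 h, 38 of 100 splits gave as many as the real 826, and the highest other gave 3495, which points to a structure of the samples.

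Array 1 of 24 h correlated with no other array above 0.0562 in size. Members of pairs with nearly equal profiles on the other arrays correlated on it at 0.638, against 0.860 to 0.996 for the other arrays. Values that are noise or in another order would give an r near 0. The r of 0.638 over 364 pairs argues against this for the whole array. Since it lies below the other arrays, the explanation stays open for a part of the values. No biological difference between replicates was tested.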
